# Single-cell and spatial transcriptomics identify a macrophage population associated with skeletal muscle fibrosis

**DOI:** 10.1126/sciadv.add9984

**Published:** 2023-07-07

**Authors:** Gerald Coulis, Diego Jaime, Christian Guerrero-Juarez, Jenna M. Kastenschmidt, Philip K. Farahat, Quy Nguyen, Nicholas Pervolarakis, Katherine McLinden, Lauren Thurlow, Saba Movahedi, Brandon S. Hughes, Jorge Duarte, Andrew Sorn, Elizabeth Montoya, Izza Mozaffar, Morgan Dragan, Shivashankar Othy, Trupti Joshi, Chetan P. Hans, Virginia Kimonis, Adam L. MacLean, Qing Nie, Lindsay M. Wallace, Scott Q. Harper, Tahseen Mozaffar, Marshall W. Hogarth, Surajit Bhattacharya, Jyoti K. Jaiswal, David R. Golann, Qi Su, Kai Kessenbrock, Michael Stec, Melissa J. Spencer, Jesse R. Zamudio, S. Armando Villalta

## Abstract

Macrophages are essential for skeletal muscle homeostasis, but how their dysregulation contributes to the development of fibrosis in muscle disease remains unclear. Here, we used single-cell transcriptomics to determine the molecular attributes of dystrophic and healthy muscle macrophages. We identified six clusters and unexpectedly found that none corresponded to traditional definitions of M1 or M2 macrophages. Rather, the predominant macrophage signature in dystrophic muscle was characterized by high expression of fibrotic factors, galectin-3 (gal-3) and osteopontin (*Spp1*). Spatial transcriptomics, computational inferences of intercellular communication, and in vitro assays indicated that macrophage-derived Spp1 regulates stromal progenitor differentiation. Gal-3^+^ macrophages were chronically activated in dystrophic muscle, and adoptive transfer assays showed that the gal-3^+^ phenotype was the dominant molecular program induced within the dystrophic milieu. Gal-3^+^ macrophages were also elevated in multiple human myopathies. These studies advance our understanding of macrophages in muscular dystrophy by defining their transcriptional programs and reveal *Spp1* as a major regulator of macrophage and stromal progenitor interactions.

## INTRODUCTION

Macrophages have a central role in innate immunity and contribute to tissue homeostasis by regulating tissue repair and remodeling of the extracellular matrix (ECM) (*1*). Their diverse functions within the tissue are matched by a high degree of molecular heterogeneity, reflecting microenvironmental adaptability (*2*). Skeletal muscle macrophages comprise resident and monocyte-derived populations, the latter infiltrating upon muscle injury or disease (*3*). The M1 and M2 macrophage paradigm (*4*) has been used to describe the functional heterogeneity of skeletal muscle macrophages (*5*). In acute muscle trauma, proinflammatory M1 macrophages initially infiltrate injured muscle to phagocytose cellular debris and activate muscle stem cells (*6*). The subsequent transition to M2 macrophages in the regenerative phase promotes muscle stem cell differentiation and the resolution of inflammation (*3*, *7*). M1- and M2-like macrophages have been described in Duchenne muscular dystrophy (DMD) (*7*). However, growing evidence indicates that the regulation and functional role of macrophages are more complex in the context of chronic muscle degenerative diseases such as DMD.

Although macrophages are essential for muscle repair following acute trauma, their dysregulation promotes the pathogenesis of DMD, a lethal form of muscular dystrophy caused by mutations in the *DMD* gene (*8*). The transition from M1 to M2 macrophages seen in acute injury is disrupted in the X-linked muscular dystrophy (mdx) mouse model of DMD by asynchronous bouts of muscle injury and regeneration (*9*). Consequently, M1 macrophages are chronically activated and promote muscle injury in an inducible nitric oxide synthase–dependent manner (*10*), and the reparative function of M2 macrophages is pathologically repurposed to promote fibrosis. This impairment is expected to induce macrophage transcriptional programs that are distinct from those induced in acute injury and contribute to muscle pathology. In support of this, several studies reported that perturbing macrophage function and/or activation impaired regeneration and promoted fibrosis in muscular dystrophy (*11*–*13*), Pompe disease (*14*), and dysferlinopathy (*15*).

Fibrosis is the aberrant accumulation of collagen and other ECM proteins in chronically inflamed tissues, leading to organ failure and death (*16*). Fibro/adipogenic progenitors (FAPs) are stromal cells that give rise to fibroblasts and adipocytes and regulate muscle repair and fibrosis (*17*). Following acute injury, FAPs expand and contribute to muscle repair by facilitating myogenesis and ECM formation (*18*). Fibrosis is mitigated by infiltrating macrophages that clear FAPs through tumor necrosis factor–α–mediated apoptosis (*19*). Conversely, transforming growth factor–β (TGF-β), which is highly up-regulated in dystrophic muscle (*20*), inhibits FAP apoptosis and guides their differentiation into matrix-producing myofibroblasts (*17*). In this setting, persistence of FAPs and their skewed differentiation toward fibroblasts contributes to the development of muscle fibrosis. Unexpectedly, inhibition of TGF-β does not fully restore FAP clearance (*19*), indicating that there are additional factors that promote FAP differentiation and/or survival. Osteopontin (*Spp1*) is a potential candidate because it is highly expressed by macrophages (*21*), elevated in dystrophic muscle in patients with DMD (*22*), and promotes fibrosis in muscular dystrophy (*22*, *23*). However, the repertoire of profibrotic factors, including *Spp1*, expressed by dystrophic muscle macrophages and their cellular targets has not been fully defined.

In this study, we used an unbiased single-cell RNA sequencing (scRNAseq) approach to define the transcriptional profiles of macrophages from normal and dystrophic muscle. The scRNAseq identified several macrophage populations with transcriptomes not previously associated with muscular dystrophy. We focused on three populations that corresponded to resident macrophages, monocyte-derived macrophages (MDMs), and a population characterized by high expression of profibrotic factors, *Lgals3* [galectin-3 (gal-3)] (*24*) and *Spp1* (*25*). Given the selective induction of *Lgals3* and *Spp1* in dystrophic muscle macrophages, we hypothesize that this transcriptional profile defines a fibrogenic macrophage that promotes fibrosis during muscular dystrophy.

We demonstrate that gal-3^+^ macrophages are activated in response to acute injury and are elevated in several muscle disorders. Although this macrophage population is transient following acute injury, gal-3^+^ macrophages are chronically activated during muscular dystrophy. Spatial transcriptomic analysis of dystrophic muscle revealed that areas enriched in gal-3^+^ macrophages and stromal cells expressed genes associated with muscle fibrosis. Furthermore, gal-3^+^ macrophages colocalize with stromal cells in dystrophic lesions, and computational analysis with CellChat shows that *Spp1* mediates communication between these cell types. Collectively, results from this study identify a distinct transcriptional profile in dystrophic muscle macrophages that is associated with fibrosis, revealing the potential for therapeutic strategies that target fibrogenic macrophages in muscular dystrophy.

## RESULTS

### scRNAseq reveals unique cell states within skeletal muscle macrophages

scRNAseq was performed to unbiasedly phenotype skeletal muscle macrophage transcriptomes at single-cell resolution. We used a droplet-based scRNAseq platform (Chromium, 10xGenomics) to profile muscle macrophages (live F4/80^+^CD11b^+^Siglec-F^−^ cells) purified by fluorescence-activated cell sorting (FACS) from C57BL/10ScSn-Dmdmdx/J mice (B10.mdx) hindlimb muscle during the acute stage of disease (4 weeks of age) and age-matched, C57BL/10 wild-type (WT) controls (Fig. 1A). This stage was selected because muscle macrophage numbers are most elevated and their depletion reduces muscle necrosis by ~80% in mdx mice (*26*), suggesting that a peak inflammatory state is achieved by this age. FACS yielded macrophage samples with greater than 92 to 96% purity.

**Fig. 1.**
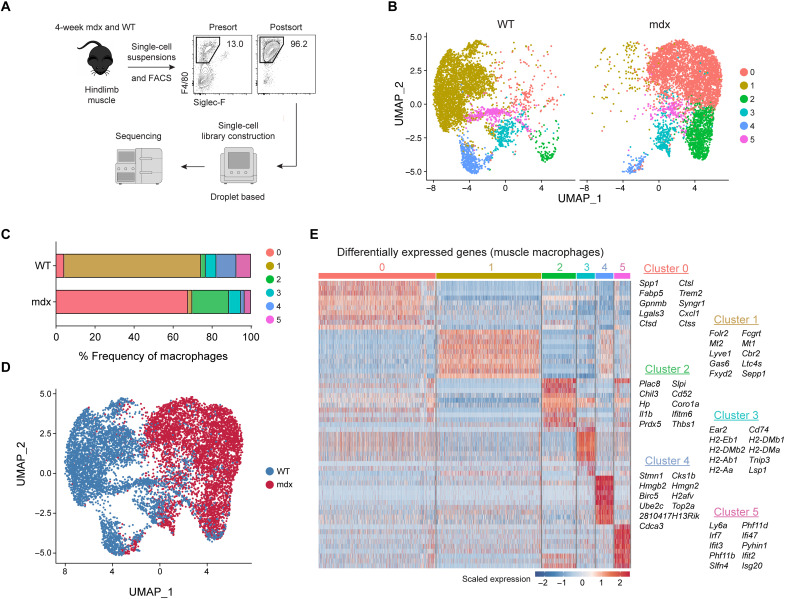
Identification of transcriptomic diversity in skeletal muscle macrophages by scRNAseq. (**A**) Muscle macrophages were isolated from 4-week-old WT (healthy) and B10.mdx (dystrophic) mice and analyzed by scRNAseq. *n* = 1 (**B**) Dimensionality reduction via UMAP of healthy or dystrophic muscle macrophages. (**C**) Proportion of WT or mdx muscle macrophage clusters. (**D**) Identities classified by genotype. (**E**) Differential gene expression analysis showing the top 10 most differentially expressed genes (DEGs) for each cluster.

Uniform Manifold Approximation and Projection (UMAP) for dimensionality reduction of 11,367 single-cell profiles (WT = 5723; mdx = 5644) was used to examine the data. The resulting analysis partitioned single-cell profiles into eight clusters composed primarily of macrophages and a low proportion of contaminating cell types, including endothelial cells, FAPs, satellite cells, and muscle-like cells (fig. S1, A and B). Clusters 0, 1, 2, and 3 made up more than 90% of the single-cell profiles and were assigned a macrophage identity based on their expression of macrophage markers (fig. S1C). We filtered out the contaminating cell types and reclustered the single-cell profiles corresponding to clusters 0 to 3 in fig. S1A, which resulted in the identification of six macrophage clusters (fig. S1D).

The proportion of cluster 0 to 5 macrophages differed among healthy and dystrophic muscle (Fig. 1, B and C). Cluster 1 macrophages were almost exclusively present in healthy muscle, whereas clusters 0 and 2 were predominantly found in dystrophic muscle. Clusters 3 to 5 were shared between healthy and dystrophic muscle. Vast differences in transcriptional profiles were noted between macrophages isolated from dystrophic (red) and WT, healthy muscle (blue) (Fig. 1D). Hierarchical cluster analysis of differentially expressed genes (DEGs) revealed that each macrophage population expressed distinct transcriptional modules containing cluster-specific genes with biomarker potential (Fig. 1E).

Cluster 1 macrophages were characterized by increased expression of *Folr2*, *Mt2*, *Lyve1*, *Gas6*, and *Cbr2*. This signature shared similarities with a subset of skeletal muscle–resident macrophages (SkMRMs) previously described in healthy muscle (*27*). Hereafter, cluster 1 macrophages are referred to as SkMRMs. Cluster 0 macrophages (hereafter referred to as gal-3^+^ macrophages) expressed high levels of *Spp1*, *Fabp5*, *Gpnmb*, *Trem2*, *Lgals3*, and various cathepsin genes. *Lgals3* (gal-3) has been implicated in the development of fibrosis (*28*, *29*), suggesting that gal-3^+^ macrophages promote fibrosis during muscular dystrophy. In support of this, *Spp1* (osteopontin) also promotes muscle fibrosis in mdx mice (*22*) through a matrix metalloproteinase-mediated processing of TGF-β in stromal cells (*30*).

Cluster 2 macrophages, hereafter referred to as MDMs, were marked by *Cd52*, *Plac8*, *Prdx5*, and *Hp*. F4/80 (*Adgre1*), which is lowly expressed in blood monocytes (fig. S2A) (*31*), was expressed lower in MDMs relative to SkMRMs or gal-3^+^ macrophages (fig. S2B). *Ly6c2* and *Cd52*, which are highly expressed in blood monocytes (fig. S2, C and E), were also highly expressed in MDMs, clusters 3 and 5 (fig. S2, D and F). Flow cytometry analysis of healthy and dystrophic muscle macrophages confirmed these observations (fig. S2, G to J). Further, MDMs expressed high levels of *Ccr2* but low levels of *Cx3cr1* (fig. S2, K and L). Collectively, these findings suggest that cluster 2 is a monocyte-derived population that resembles Ly6c^hi^CCR2^+^ inflammatory monocytes.

Cluster 3 was defined by high expression of *Cd74*, major histocompatibility complex II genes (*H2-Eb1*, *H2-DMb2*, *H2-Ab1*, *H2-Aa*, *H2-DMb1*, and *H2-DMa*) and the dendritic cells marker *Itagx*, suggesting that this population corresponds to dendritic cells (Fig. 1E and fig. S2M). Cluster 4 macrophages expressed genes associated with chromatin, nucleosome (*H2afv*, *Top2a*, *Hmgb2*, and *Hmgn2*), and cell cycle (*Birc5*, *Cks1b*, and *Cdca3*) regulation. Cluster 5 defined a macrophage population characterized by the high expression of genes associated with interferon signaling (*Irf7*, *Ifi47*, *Ifit3*, *ifit2*, and *Isg20*).

### Isolation and bulk transcriptome profiling of SkMRMs, MDMs, and gal-3^+^ muscle macrophages by bulk RNAseq

A flow cytometry panel was developed to validate the scRNAseq macrophage populations that were predominantly associated with either homeostasis or dystrophinopathy. Gal-3, Folr2, and CD52, which were preferentially expressed by clusters 0, 1 and 2, respectively, were used as markers to distinguish gal-3^+^ macrophages, SkMRMs and MDMs (fig. S3, A and B). Macrophages in WT muscle did not express gal-3 but highly expressed *Folr2*, similar to SkMRMs identified in the scRNAseq analysis (fig. S3, A and B). In healthy tissues, Folr2^+^ macrophages were most abundant in skeletal muscle (72% ±2.5) followed by the heart (30% ±3.4) (fig. S4) but nearly absent in the brain, bone marrow, and blood. This expression pattern expands on the observations made in an earlier study examining Folr2 in tissue-resident macrophages (*32*). A gal-3^hi^Folr2^lo^ macrophage population was also identified in dystrophic muscle that corresponded to gal-3^+^ macrophages in the scRNAseq (fig. S3, A and B), which was largely absent in several healthy tissues (fig. S4). CD52 was most highly expressed in gal-3^−^Folr2^−^ (WT) or gal-3^lo^Folr2^−^ (mdx) macrophages and marked a population that likely corresponded to the MDMs in the scRNAseq analysis (fig. S3, A and B). CD52^+^ monocytes or macrophages were present in all WT tissues examined with the highest proportion in the blood, lung, liver, and adipose tissue (fig. S4). Collectively, the flow cytometry panel discriminated three muscle macrophage populations based on gal-3, Folr2, and CD52 expression.

To further link the flow cytometry macrophage populations to the scRNAseq profiles and establish their full transcriptomes, we performed bulk RNAseq on FACS-sorted populations. 

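The table deposited for this experiment holds 10 libraries of bulk RNA, 3 of SkMRMs from WT mice, 4 of gal-3+ macrophages from mdx mice and 3 of MDMs from mdx mice. Mdx mice lack dystrophin. The legend of Fig. 2 gives 3 replicates per population, and all 4 gal-3+ macrophage libraries were used here. *Lgals3*, *Folr2* and *Cd52* encode the proteins by which the cells were sorted, so their values describe the gate as well as the cells. The authors made cDNA with a low-input stranded kit for total RNA, sequenced it in paired ends, mapped the reads to mm10 with TopHat 2.0.14 and counted them per gene with HTSeq 1.99.2. The strand setting of the counting is not stated in the paper's text. The values are counts normalized by the size factors of DESeq2 1.28.1, and each one is a whole number of reads, within 0.001, after division by a single step per library. Recovered reads were 24323114, 36000868 and 75907638 in the SkMRM libraries, 23575186 to 40307596 in the 4 gal-3+ libraries (median 32106240) and 22395027, 27652763 and 29186317 in the MDM libraries. A minimum of 10 normalized counts in at least 3 libraries removed 0 of the 17001 genes in the table. Log2 of the normalized counts plus 1, a scale that understates the change of low genes, was compared between populations with limma over all 10 libraries. Genes at a fold of at least 2 and an adjusted p under 0.01, the paper's thresholds, are called higher or lower. Lists of genes were compared with all other genes by camera with a preset correlation between genes of 0.01, and a list passed at an adjusted p under 0.05. The lists, tests, thresholds and the rule for naming genes were chosen before the data were examined, other than those marked. The marks name what was chosen later or was not fixed at the outset. The first genes of Table S1 had been seen before these choices. Positions are those of GENCODE M21 on mm10, and errors are SDs over 3 SkMRM, 4 gal-3+ and 3 MDM libraries.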

The macrophage populations were sorted from 4-week-old WT (SkMRM) and dystrophic hindlimb muscle (gal-3^hi^Folr2^lo^ and MDMs). The top 100 scRNAseq differentially expressed genes (scDEGs) from each cluster were used to match transcriptomes to the sorted populations. The SkMRM, gal-3^+^, and MDM scDEGs nearly uniformly distinguished the three transcriptomes and confirmed their match to the single-cell populations (Fig. 2, A to C, and fig. S3, C to E). In addition, the gal-3^+^ scDEGs indicated partial overlapping profiles with the MDM scDEGs suggesting a cell state transition (Fig. 2B). 

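Marker genes that the paper names for the 3 single-cell clusters parted the sorted populations. *Timd4*, a phosphatidylserine receptor of resident macrophages, had 6485 ± 1150.2 normalized counts (SD, n = 3) in SkMRMs, 159 ± 19.8 (n = 4) in gal-3+ macrophages and 53.3 ± 25.6 (n = 3) in MDMs. *Gpnmb*, a glycoprotein of lipid-laden macrophages on chromosome 6 from 49036546 to 49070929, had 251 ± 52.0 in SkMRMs, 80634 ± 7340.1 in gal-3+ macrophages and 42002 ± 5973 in MDMs. *Hp*, which encodes haptoglobin, had 12.9 ± 1.64, 300.4 ± 45.8 and 4535 ± 747 in the same order. Of the 9 SkMRM markers in the text, all 9 were lower in gal-3+ macrophages than in SkMRMs (camera adjusted p = 1.8e-10, and adjusted p = 0.0036 with an estimated correlation). All 5 gal-3+ markers were higher in gal-3+ macrophages than in SkMRMs (adjusted p = 6.3e-10, and adjusted p = 0.033 with an estimated correlation). Of the 7 MDM markers, 6 were higher in MDMs than in gal-3+ macrophages and 0 were lower (adjusted p = 3.8e-07), a call that was lost with an estimated correlation (adjusted p = 0.096). The other was *Prdx5*, an antioxidant enzyme, with a log2 fold change of 1.00 (adjusted p = 2.5e-07) and a fold under 2. Each count was the same adjusted over the list alone. These markers come from the paper's text. The top 100 scDEGs per cluster are not in the deposited table.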

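Genes that mark gal-3+ macrophages in single cells were also abundant in MDMs. *Fabp5*, a fatty acid-binding protein, had 496 ± 143 normalized counts (SD, n = 3) in SkMRMs, 31057 ± 863 (n = 4) in gal-3+ macrophages and 33756 ± 2459 (n = 3) in MDMs. All 5 gal-3+ markers were higher in MDMs than in SkMRMs (adjusted p = 1.6e-07, and adjusted p = 0.055 with an estimated correlation). Between the 2 dystrophic populations only *Trem2*, a lipid-sensing receptor, passed the test among them, at 5657 ± 672 in gal-3+ macrophages and 2425 ± 128 in MDMs, a log2 fold change of -1.22 (standard error 0.11, adjusted p = 2.7e-07) for MDMs over gal-3+ macrophages. *Gpnmb* had -0.95 (standard error 0.12, adjusted p = 1.3e-05) in that comparison, a fold under 2. In turn, 6 of the 7 MDM markers were higher in gal-3+ macrophages than in SkMRMs (adjusted p = 6.0e-06, and adjusted p = 0.071 with an estimated correlation). *Chil3*, a chitinase-like protein of monocytes and alternatively activated macrophages, had 37.2 ± 19.0 in SkMRMs, 2407 ± 595 in gal-3+ macrophages and 20731 ± 7147 in MDMs. *Plac8*, the other, had a log2 fold change of -0.47 (standard error 0.39, adjusted p = 0.33) for gal-3+ macrophages over SkMRMs. Of 20 monocyte genes, 13 were higher and 1 was lower in gal-3+ macrophages than in SkMRMs, or 14 higher and 1 lower adjusted over the list alone (adjusted p = 1.6e-10, and adjusted p = 0.055 with an estimated correlation). Of the same 20 genes, 15 were higher in MDMs than in gal-3+ macrophages (adjusted p = 5.3e-13, and adjusted p = 0.079 with an estimated correlation).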

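The 7 marker genes *Folr2*, *Gas6*, *Cbr2*, *Lyve1*, *Cd52*, *Ccr2* and *Ly6c2* each took an intermediate level in gal-3+ macrophages. *Folr2*, the folate receptor beta on chromosome 7 from 101839988 to 101857194, had 14531 ± 197 normalized counts (SD, n = 3) in SkMRMs, 2508 ± 207 (n = 4) in gal-3+ macrophages and 124 ± 37.9 (n = 3) in MDMs. *Gas6*, a ligand of receptors for apoptotic cell uptake, had 25697 ± 1157, 4708 ± 644 and 619.5 ± 85.9 in that order. *Cbr2*, a carbonyl reductase, had 17676 ± 356, 1457 ± 153 and 344 ± 16.8. *Lyve1*, a hyaluronan receptor, had 32405 ± 2240.2, 334 ± 104 and 10.1 ± 4.57. The log2 fold changes of gal-3+ macrophages over SkMRMs were -2.54 for *Folr2*, -2.46 for *Gas6*, -3.61 for *Cbr2* and -6.64 for *Lyve1*, with the largest adjusted p at 6.0e-10. *Cd52*, a surface glycoprotein of leukocytes on chromosome 4 from 134082448 to 134095082, had 117 ± 26.8 in SkMRMs, 1883 ± 117 in gal-3+ macrophages and 3954 ± 382 in MDMs. *Ccr2*, the receptor for the monocyte chemokine CCL2, had 1166 ± 729, 8501 ± 658 and 21340 ± 1066. *Ly6c2*, a monocyte surface antigen whose close paralog may share its reads, had 72.5 ± 55.4, 285 ± 127 and 2929.5 ± 467. For MDMs over gal-3+ macrophages, the log2 fold changes were 1.07 for *Cd52*, 1.33 for *Ccr2* and 3.48 for *Ly6c2* (adjusted p = 7.7e-06, 3.2e-04 and 1.9e-04). Over SkMRMs, gal-3+ macrophages were higher in all 3, by log2 fold changes of 4.01, 3.04 and 2.43, though without gal-3+ library mdx1 the call of *Ly6c2* was lost (log2 fold change 2.19, adjusted p = 0.012, and adjusted p = 3.2e-04 to 0.012 over the single libraries left out). The call of *Ly6c2* was also lost with DESeq2 on recovered reads and with the authors' deposited values (log2 fold change 1.97, adjusted p = 0.015 in both), with only the 2 populations compared (adjusted p = 0.011) and with the number in the column name as a block (log2 fold change 1.07, adjusted p = 0.031). That block joins WT and mdx libraries of the same number, which come from different mice. In none of the 7 genes did the libraries of any 2 populations overlap. Of 27 genes of tissue-resident macrophages, 20 were lower in gal-3+ macrophages than in SkMRMs and 0 were higher, with the same counts adjusted over the list alone (adjusted p = 1.3e-17, and adjusted p = 0.0036 with an estimated correlation). 

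**Figure D1:**
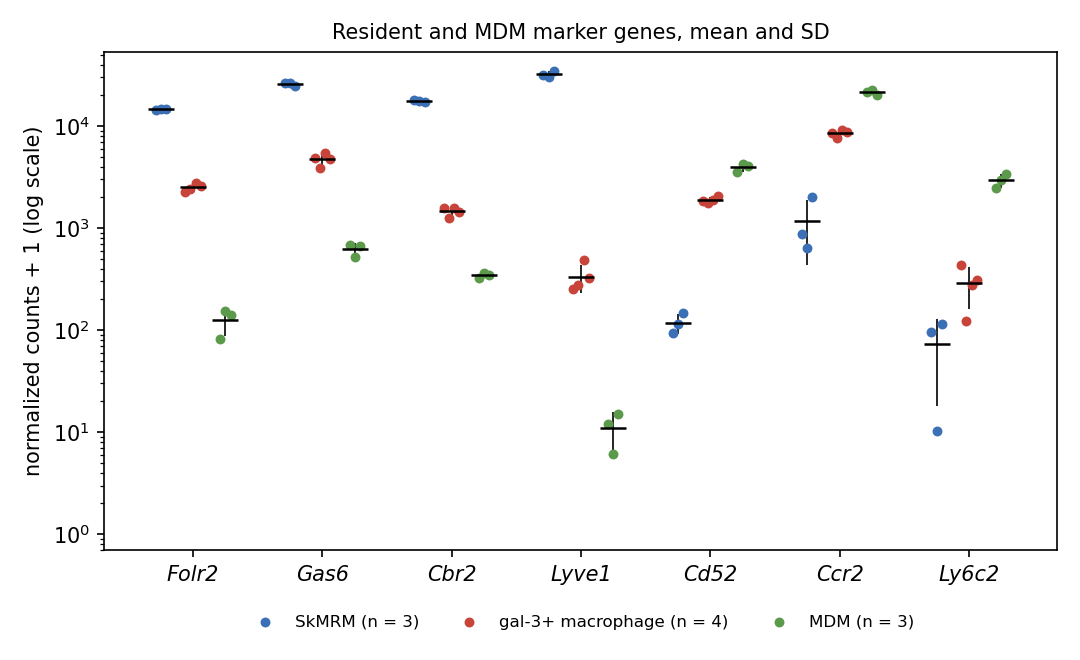
Normalized counts plus 1, on a log scale, of 7 marker genes in 3 SkMRM, 4 gal-3+ macrophage and 3 MDM libraries. Points are libraries, horizontal bars are means and vertical lines are SDs. *Folr2*, *Gas6*, *Cbr2* and *Lyve1* fall from SkMRMs to gal-3+ macrophages to MDMs, with mean *Lyve1* at 32405, 334 and 10.1 before 1 is added, while *Cd52*, *Ccr2* and *Ly6c2* run the other way.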

Consistent with this, the gal-3^+^ population down-regulated resident (*Folr2*, *Gas6*, *Cbr2*, and *Lyve1*) and MDM (*Cd52*, *Ccr2*, and *Ly6c2*) marker genes (fig. S3F). These observations suggest that the gal-3^+^ population is a terminal transition state of either resident or MDMs.

**Fig. 2.**
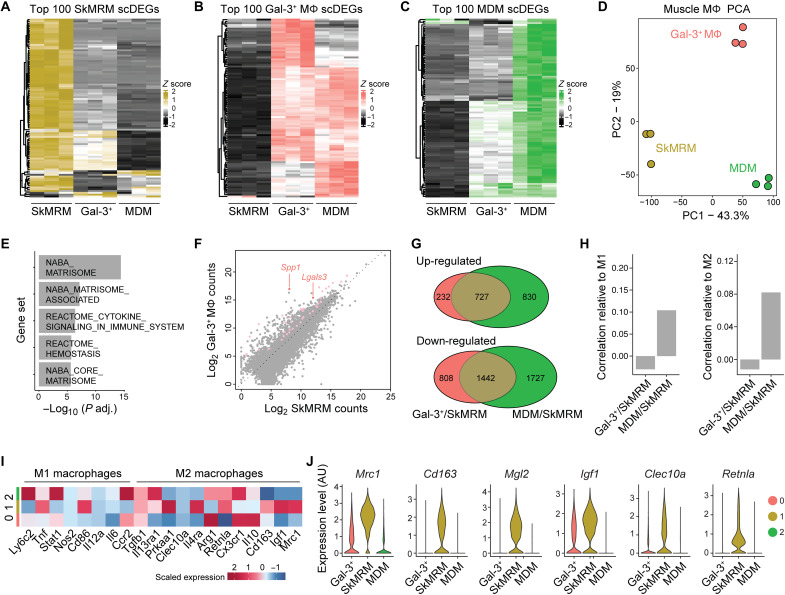
Muscle macrophages express transcriptomes distinct from M1 and M2 macrophages. (**A** to **C**) Heatmap showing the expression of the top 100 scRNAseq DEGs from the scRNAseq analysis (scDEGs) in FACS-sorted SkMRM (A), gal-3^+^ Mϕ (B), and MDM (C). *n* = 3 per population. (**D**) PCA applied to the FACS-sorted macrophage populations in (A) to (C). (**E**) Pathway analysis of top gene sets enriched in FACS-sorted gal-3^+^ Mϕ compared to SkMRM. (**F**) Pairwise comparison of gene expression between FACS-sorted gal-3^+^ Mϕ and SkMRM. Colored points indicate DEGs from ECM-related gene sets. *Lgals3* and *Spp1* are highlighted by arrows. (**G**) Venn diagrams of up-regulated and down-regulated DEGs in FACS-sorted gal-3^+^ Mϕ compared to SkMRM (Gal-3^+^/SkMRM) and MDMs compared to SkMRMs (MDMs/SkMRMs). (**H**) Correlation analysis of DEGs from Gal-3^+^/SkMRM or MDM/SkMRM comparisons with M1 or M2 polarized Mϕ. (**I**) Expression of M1 and M2 macrophage markers in gal-3^+^ Mϕ (0), SkMRMs (1), and MDMs (2) from scRNAseq data. (**J**) Violin plots of M2 markers in gal-3^+^ Mϕ, SkMRMs, and MDMs from the scRNAseq data. AU, arbitrary units.

To further probe the macrophage transcriptomes, we performed principal components analysis (PCA) and classified DEGs. Using the SkMRM dataset and publicly available microglia and bone marrow–derived macrophage (BMDMϕ) datasets (*33*, *34*), the analysis showed that ECM and development genes were enriched in SkMRMs, suggesting a role in muscle homeostasis (fig. S5). The PCA was next used to classify the variation between the sorted gal-3^+^ macrophages, MDMs, and SkMRMs (Fig 2D). 

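Principal component 1 (PC1) held 43.9% of the variance of log2 normalized counts, with genes centered and scaled. SkMRM libraries lay between -119 and -111 on it, gal-3+ libraries between 10.4 and 22.0, and MDM libraries between 74.8 and 99.5. *Pilra*, an inhibitory receptor of myeloid cells, ran up this axis, with 174 ± 3.90 normalized counts (SD, n = 3) in SkMRMs, 1221 ± 92.3 (n = 4) in gal-3+ macrophages and 2875 ± 599.8 (n = 3) in MDMs. *Mrc1*, the mannose receptor CD206, ran down it, with 126460 ± 6209, 39329 ± 3483 and 19587 ± 2918. *Tmsb10*, *Pkm*, *Erp44* and *Rpl18* were the other genes with the highest correlations with PC1, and *Enpep*, *Tef*, *Mcc* and *Colec12* those with the lowest. Of 58 innate immune receptors and signaling genes, 36 had a correlation with PC1 above 0.8 and 1 had one below -0.8 (camera on gene correlations, adjusted p = 9.1e-11). *Clec4e*, the receptor mincle, had 302 ± 24.2, 3901 ± 561 and 24405 ± 3726 normalized counts in the 3 populations. Of 48 genes of leukocyte activation and migration, 27 lay above 0.8 and 1 below -0.8 (adjusted p = 2.0e-11). Of 43 ribosomal protein genes, 42 lay above 0.8 (adjusted p = 1.6e-27), as did 31 of 34 nuclear genes of oxidative phosphorylation (adjusted p = 1.9e-14). Below -0.8 lay 22 of 27 genes of tissue-resident macrophages (adjusted p = 7.0e-14), 19 of 31 muscle fiber and satellite cell markers (adjusted p = 3.7e-05) and 8 of 14 tenocyte and Schwann cell markers (adjusted p = 3.8e-05). Other lists passed along PC1 as well. The test of lists along a component was chosen after the libraries' positions were seen, and it has no version with an estimated correlation.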

The largest variance (PC1) separated normal and dystrophic macrophages and contained genes enriched in the innate immune response (fig. S3G). 

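Principal component 2 (PC2) held 22.2% of the variance and set gal-3+ macrophages, at -80.4 to -57.2, apart from SkMRMs, at 25.0 to 43.9, and MDMs, at 57.0 to 64.5. Among the genes most negatively correlated with it were *Hexa* and *Man2b2*, which encode lysosomal hydrolases of sugar chains, and *Apoe*, the main apolipoprotein of macrophages. *Hexa* had 11557 ± 581 normalized counts (SD, n = 3) in SkMRMs, 19112 ± 1674 (n = 4) in gal-3+ macrophages and 9517 ± 329 (n = 3) in MDMs, and *Apoe*, on chromosome 7 from 19696109 to 19699188, had 212860 ± 22289, 667210 ± 83634 and 151990 ± 10667. *Slc20a1*, *Gmfg*, *Srsf7*, *Rap1b* and *Zc3hav1* were the genes with the highest correlations. Of 62 lysosome and phagosome genes, 21 had a correlation with PC2 below -0.8 and 1 had one above 0.8 (adjusted p = 4.8e-15). Of 40 genes of lipid uptake, storage and efflux, 3 lay below -0.8 (adjusted p = 6.0e-04). Other lists on that side were antigen presentation by MHC class II with 5 of 10 genes (adjusted p = 9.0e-08), glycosaminoglycan synthesis and breakdown with 9 of 49 (adjusted p = 6.9e-06) and endothelial markers with 5 of 18 (adjusted p = 1.2e-06). Markers of smooth muscle and pericytes (2 of 11, adjusted p = 3.5e-04) and of muscle fibers and satellite cells (3 of 31, adjusted p = 4.3e-04) lay there too. So did macrophage identity genes (adjusted p = 1.3e-04), cell cycle genes (adjusted p = 0.0018), cathepsins (adjusted p = 0.002), ECM-affiliated proteins (adjusted p = 0.024) and growth factors and receptors of fibrosis (adjusted p = 0.028). On the other side, away from gal-3+ macrophages, lay interferon response genes (adjusted p = 0.0018) and markers of fibroblasts and fibro/adipogenic progenitors (adjusted p = 0.0046). Compared with SkMRMs directly, gal-3+ macrophages were higher in 20 of the 62 lysosome and phagosome genes and lower in 1, the sulfatase *Arsb*, with the same counts adjusted over the list alone (adjusted p = 2.3e-19, and adjusted p = 0.033 with an estimated correlation). *Ctsd*, the protease cathepsin D, rose from 18785 ± 1359.9 to 135140 ± 9215, and *Psap*, the precursor of saposins, from 41464 ± 2324 to 272020 ± 17227. In the lipid list 21 genes were higher and 2 were lower, also adjusted over the list alone (adjusted p = 1.2e-11, and adjusted p = 0.0036 with an estimated correlation). *Olr1*, a receptor for oxidized low-density lipoprotein, rose from 52.0 ± 32.4 to 1743 ± 229. 

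**Figure D2:**
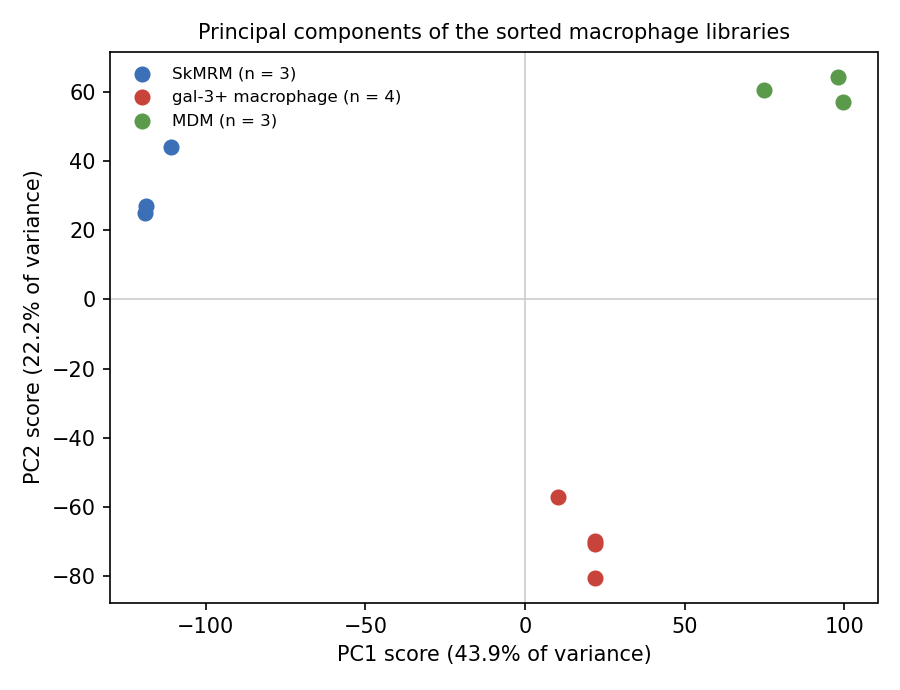
Scores of the 10 libraries on PC1 (43.9% of variance) and PC2 (22.2%). Each point is a library. The 3 SkMRM libraries lie at the left, and the 4 gal-3+ libraries lie lowest, between -80.4 and -57.2 on PC2.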

The second largest (PC2) variation was enriched for genes in pathways associated with the lysosome and lipid metabolism, suggesting that gal-3^+^ macrophages exhibit enhanced phagocytosis of muscle debris and lipid membranes (fig. S3H). 

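Genes of the extracellular matrix (ECM) went in both directions between gal-3+ macrophages and SkMRMs. *Thbs1*, which encodes thrombospondin 1, an activator of transforming growth factor-β, had 8433 ± 2841 normalized counts (SD, n = 3) in SkMRMs and 157310 ± 23268 (n = 4) in gal-3+ macrophages, a log2 fold change of 4.26 (standard error 0.17, adjusted p = 1.9e-12). *Fn1*, fibronectin, rose from 12443 ± 2279 to 97217 ± 11143, and *Mmp12*, the macrophage elastase on chromosome 9 from 7344381 to 7369499, from 117 ± 37.5 to 4819.7 ± 447. *Col1a1*, a chain of type I collagen on chromosome 11 from 94936224 to 94953042, fell from 549890 ± 262900 to 28391 ± 5580, a log2 fold change of -4.19 (standard error 0.22, adjusted p = 7.5e-11). Of 50 ECM glycoproteins and proteoglycans, 3 were higher (*Spp1*, *Thbs1* and *Fn1*) and 24 were lower (adjusted p = 7.3e-06, and adjusted p = 0.38 with an estimated correlation). Of 19 collagens, 0 were higher and 9 were lower (adjusted p = 1.2e-05, and adjusted p = 0.33 with an estimated correlation). Of 48 ECM regulators, 10 were higher and 16 were lower (adjusted p = 0.12), among the latter *Mmp9*, gelatinase B, from 2536 ± 257 to 107 ± 68.8. Of 37 ECM-affiliated proteins, 9 were higher and 6 were lower (adjusted p = 0.0036, and adjusted p = 0.14 with an estimated correlation). These counts were the same adjusted over the list alone. Markers of some other cell types fell along with the collagens, though no marker of endothelium or of smooth muscle and pericytes was called lower. *Fmod* and *Tnmd*, genes of tendon cells, had 31871 ± 13211 and 3925 ± 1238 in SkMRMs against 636 ± 175 and 137 ± 25.5 in gal-3+ macrophages. Of 14 tenocyte and Schwann cell markers 7 were lower and 0 were higher (adjusted p = 4.1e-04, and adjusted p = 0.19 with an estimated correlation), as were 12 of 20 markers of fibroblasts and fibro/adipogenic progenitors (adjusted p = 3.9e-06, and adjusted p = 0.16 with an estimated correlation). *Col1a1* and *Col1a2* together took 4.58, 2.66 and 1.88% of the reads of SkMRM libraries WT1, WT2 and WT3, and 0.105 to 0.165% of those of gal-3+ libraries. This share was chosen after the values were seen. 

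**Figure D3:**
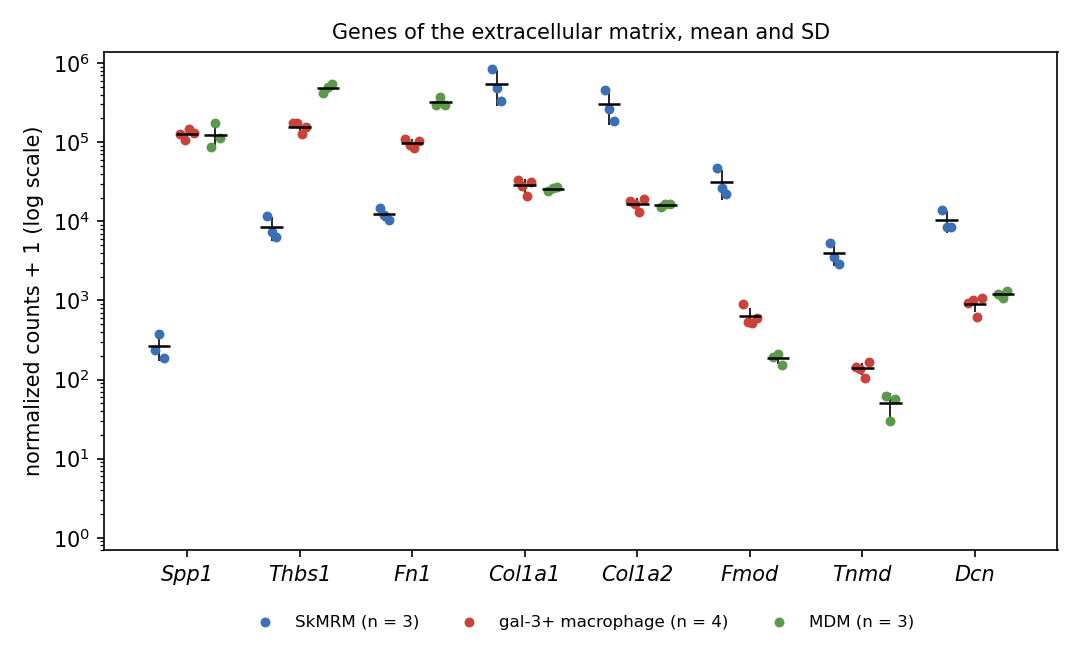
Normalized counts plus 1, on a log scale, of 8 ECM genes in 3 SkMRM, 4 gal-3+ macrophage and 3 MDM libraries. Points are libraries, horizontal bars are means and vertical lines are SDs. *Spp1*, *Thbs1* and *Fn1* are lowest in SkMRMs, and *Col1a1*, *Col1a2*, *Fmod*, *Tnmd* and *Dcn* are highest there, with mean *Dcn* at 10340 against 904 in gal-3+ macrophages.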

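Inflammatory genes also changed. *Il1b*, the cytokine interleukin-1β, had 183 ± 136 normalized counts (SD, n = 3) in SkMRMs and 26173 ± 3389 (n = 4) in gal-3+ macrophages, a log2 fold change of 7.39 (standard error 0.28, adjusted p = 1.5e-12). *Cxcl3*, a chemokine for neutrophils, rose from 228 ± 90.0 to 2561 ± 508, while the chemokines *Ccl8* and *Pf4* fell from 3982 ± 402 to 637 ± 91.1 and from 18052 ± 1514 to 8140.4 ± 394. Of 37 inflammatory cytokines and chemokines, 15 were higher and 9 were lower, and as a list they did not pass the test (adjusted p = 0.052). The p of this list ran from 0.0311 to 0.0737 over single libraries left out. Of 58 innate immune receptors and signaling genes, 21 were higher and 1 was lower, or 23 and 1 adjusted over the list alone (adjusted p = 4.6e-12, and adjusted p = 0.033 with an estimated correlation). *Clec7a*, the β-glucan receptor dectin-1, rose from 993 ± 209 to 10569 ± 939. Of 48 genes of leukocyte activation and migration, 19 were higher and 1 was lower (adjusted p = 1.7e-13, and adjusted p = 0.033 with an estimated correlation). *Itgax*, the integrin chain CD11c, rose from 61.4 ± 32.8 to 4678 ± 208. The counts of the inflammatory and leukocyte lists were the same adjusted over the list alone.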

By directly comparing DEGs between the gal-3^+^ macrophages and SkMRMs, ECM and inflammation-related pathways were further identified as highly altered by the dystrophic environment (Fig. 2E). 

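Of 17001 genes tested, 908 were higher and 2027 were lower in gal-3+ macrophages than in SkMRMs at a fold of at least 2 and an adjusted p under 0.01. *Il7r*, the interleukin-7 receptor, had 19.0 ± 8.06 normalized counts (SD, n = 3) in SkMRMs and 3723 ± 304 (n = 4) in gal-3+ macrophages, a log2 fold change of 7.61 (standard error 0.18, adjusted p = 6.5e-15). *F7* and *F10*, which encode coagulation factors VII and X, rose from 6.67 ± 5.75 to 1664 ± 144 and from 25.2 ± 21.0 to 2013 ± 321. *Trem1*, a receptor that amplifies inflammatory signals, rose from 5.40 ± 4.54 to 783 ± 158, and *Mmp8*, neutrophil collagenase, from 1.68 ± 2.60 to 355 ± 85.8. *Sirpb1b* and *Sirpb1c*, paralogs that may share reads, had log2 fold changes of 6.92 and 8.17. Among the lower genes were the C-type lectins *Cd209b*, *Cd209d*, *Cd209f* and *Cd209g*, also paralogs, with log2 fold changes of -9.15, -7.97, -7.72 and -8.23, and *Wif1*, an inhibitor of Wnt signaling, from 1264 ± 453 to 11.4 ± 3.80. *Xist*, the RNA that coats the inactive X chromosome, had 6437, 1878 and 23983 in SkMRM libraries WT1, WT2 and WT3 and is listed at 0 in all 4 gal-3+ libraries. *Ddx3y*, a gene of the Y chromosome named after its values were seen, had 1921, 2525 and 0 in the same SkMRM libraries and 2542 ± 242 in gal-3+ macrophages. The libraries of the 2 populations did not overlap for 2918 of the 2935 genes called, and for 52.2% of all genes, where chance gives 5.71%. Without SkMRM library WT3, 900 genes were higher and 1520 were lower, and 2282 of the 2935 were called again. The loss was not particular to WT3. Without WT1, 917 were higher, 1476 were lower and 2274 were called again, and without WT2, 885, 1498 and 2288.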

We determined 959 and 2250 up-regulated and down-regulated genes, respectively, in the gal-3^+^ macrophages compared to SkMRMs (fig. S3I and table S1). Consistent with marker gene up-regulation, *Lgals3* and *Spp1* were among the highest up-regulated and expressed genes in the gal-3^+^ state (Fig. 2F).

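*Lgals3*, the gene of gal-3, lies on chromosome 14 from 47367751 to 47386160 of mm10. It had 4172 ± 343 normalized counts (SD, n = 3) in SkMRMs, 43698 ± 2161 (n = 4) in gal-3+ macrophages and 46239 ± 5599 (n = 3) in MDMs. The log2 fold change of gal-3+ macrophages over SkMRMs was 3.39 (standard error 0.09, adjusted p = 1.2e-14), a 10.5-fold rise. *Spp1*, which encodes osteopontin, a secreted glycoprotein of the ECM, lies on chromosome 5 from 104435118 to 104441050. It had 264 ± 96.2 in SkMRMs, 127710 ± 17072 in gal-3+ macrophages and 124700 ± 44765 in MDMs, and its log2 fold change was 8.96 (standard error 0.21, adjusted p = 5.4e-15), a 498-fold rise. Among all 17001 genes, *Spp1* ranked 1 by this log2 fold change and 15 by its mean in gal-3+ macrophages, and *Lgals3* ranked 143 and 51. Every gal-3+ library was above every SkMRM library for both genes. For MDMs over gal-3+ macrophages, *Lgals3* had a log2 fold change of 0.08 (standard error 0.09, adjusted p = 0.51) and *Spp1* of -0.08 (standard error 0.21, adjusted p = 0.78). The cells were sorted by gal-3, so the rise in *Lgals3* is not independent of the gate.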

The common transcriptional response of gal-3^+^ macrophages and MDMs to the dystrophic environment was indicated by an overlap of 727 up-regulated (41% of total) and 1442 down-regulated (36% of total) DEGs compared to SkMRMs (Fig. 2G, *P* values > 1 × 10^−16^). 

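Against SkMRMs, gal-3+ macrophages and MDMs shared 688 higher genes, 40.0% of the 1718 higher in either, and 1304 lower genes, 34.4% of the 3787 lower in either. *Vegfa*, the angiogenic growth factor, had 297 ± 52.0 normalized counts (SD, n = 3) in SkMRMs, 7462 ± 1200.5 (n = 4) in gal-3+ macrophages and 13319 ± 1559 (n = 3) in MDMs. *Adam8*, a metalloprotease of leukocytes, had 326 ± 19.3, 12403 ± 1176 and 15728 ± 2334. *Cd163*, the haptoglobin-hemoglobin receptor of resident macrophages, had 43984 ± 6463, 1534 ± 335 and 98.2 ± 21.8. *Slc40a1*, the iron exporter ferroportin, had 4379 ± 478, 437 ± 38.3 and 40.1 ± 9.57. If the 2 comparisons were independent, 80.0 higher and 365 lower genes would be shared, and the odds ratios were 59.0 and 13.5 (one-sided Fisher's exact test, p = 7.6e-591 and 9.1e-558). Both comparisons use the same SkMRM libraries. In 20 simulated data sets with no change in either dystrophic population, 0 genes were shared, and log2 fold changes correlated across genes at 0.535 on average, against 0.774 in the data. With no change, hardly any gene can be called, so the 0 was fixed by the setting. It does not show how much of the overlap comes from the SkMRM libraries that both comparisons use. Genes are not independent replicates. Called in both comparisons but in opposite directions were 10 genes, named after their values were seen. *Cadm1*, *Cd276*, *Cd5l*, *Cd72*, *Mfge8*, *Ms4a7*, *Pdgfb* and *Zmynd15* were higher in gal-3+ macrophages and lower in MDMs, and *Gm37747* and *Ifitm6* were the reverse. The calls of *Ifitm6* and *Pdgfb* in MDMs over SkMRMs were lost without SkMRM library WT2 (adjusted p = 0.014 and 0.013) and without MDM library mdx4 or mdx5. That of *Ifitm6* was also lost without SkMRM library WT1 or MDM library mdx1. Over single libraries left out, adjusted p ran from 8.2e-05 to 0.015 for *Ifitm6* and from 1.4e-04 to 0.013 for *Pdgfb*. *Pdgfb*, the B chain of platelet-derived growth factor, had 280.2 ± 86.0 in SkMRMs, 842 ± 95.3 in gal-3+ macrophages and 135 ± 52.8 in MDMs.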

Pathways enriched within the common DEGs indicated up-regulated genes involved in leukocyte activation and the inflammatory response and down-regulated genes in glycosaminoglycan and ECM-related pathways (fig. S3J). 

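Among the shared genes, *Cd300lf*, an inhibitory receptor of myeloid cells, had 22.9 ± 12.2 normalized counts (SD, n = 3) in SkMRMs, 2152 ± 549 (n = 4) in gal-3+ macrophages and 7329.7 ± 727 (n = 3) in MDMs. *Fgr*, a Src-family kinase of myeloid cells, had 65.1 ± 23.7, 3763 ± 319.6 and 6054 ± 226. *Il1rn*, the interleukin-1 receptor antagonist, had 1416 ± 594, 20993 ± 2162 and 22117 ± 5312. The 688 shared higher genes held 17 of 48 genes of leukocyte activation and migration where 1.94 were expected over all 17001 genes (one-sided Fisher's exact test, adjusted p = 2.2e-11), and 14 of 37 inflammatory cytokines and chemokines where 1.50 were expected (adjusted p = 5.6e-10). They also held 3 of 12 neutrophil markers where 0.486 were expected (adjusted p = 0.027). This test of a list's excess in a set, also used further below, was not among those fixed at the outset. The 1304 shared lower genes held 21 of 50 ECM glycoproteins and proteoglycans where 3.84 were expected (adjusted p = 4.9e-10) and 8 of 19 collagens where 1.46 were expected (adjusted p = 2.7e-04). ECM regulators were in excess in both sets, with 15 of 48 among the shared lower genes (adjusted p = 1.6e-05) and 8 among the shared higher genes (adjusted p = 0.0019). Of 37 ECM-affiliated proteins, 9 were among the shared higher genes where 1.50 were expected (adjusted p = 4.8e-05) and 6 among the shared lower genes (adjusted p = 0.15). *Ctgf*, connective tissue growth factor, had 5682 ± 1972 in SkMRMs, 348 ± 46.7 in gal-3+ macrophages and 296 ± 3.47 in MDMs, and *Col12a1*, a fibril-associated collagen, had 11089 ± 3704, 854 ± 235 and 662 ± 91.4. Beside them, the shared lower genes held 7 of 14 tenocyte and Schwann cell markers (adjusted p = 2.5e-04), 8 of 20 markers of fibroblasts and fibro/adipogenic progenitors (adjusted p = 3.3e-04) and 7 of 31 of muscle fibers and satellite cells (adjusted p = 0.028). Other lists passed in both sets as well. Of 49 genes of glycosaminoglycan synthesis and breakdown, 6 were among the shared higher genes where 1.98 were expected (adjusted p = 0.031) and 5 among the shared lower genes where 3.76 were expected (adjusted p = 0.66). *Chst11* and *Xylt1*, enzymes that build chondroitin sulfate chains, rose from 93.9 ± 5.73 and 406 ± 95.3 in SkMRMs to 1171 ± 82.5 and 3534 ± 163 in gal-3+ macrophages and 1233 ± 266 and 6093 ± 106 in MDMs. *Chpf* and *Chst7*, which act on the same chains, fell from 358 ± 122 and 459.7 ± 57.5 to 130.0 ± 24.6 and 74.2 ± 29.7 and to 55.7 ± 12.8 and 39.3 ± 32.0. Without SkMRM library WT1, *Chpf* was not called in gal-3+ macrophages (log2 fold change -1.16, adjusted p = 0.010, the highest over single libraries left out).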

Gal-3^+^ macrophages and MDMs also expressed unique DEGs, indicating specialized functional states for distinct dystrophic muscle macrophage populations. 

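Called against SkMRMs in only 1 of the 2 dystrophic populations were 220 higher and 723 lower genes in gal-3+ macrophages, and 810 higher and 1760 lower genes in MDMs. The 723 fell to between 481 and 533 without 1 SkMRM library and to 484 with a minimum of 50 normalized counts. With the number in the column name as a block they fell to 395. The 220 genes held 6 of 10 genes of antigen presentation by MHC class II where 0.129 were expected (one-sided Fisher's exact test, adjusted p = 3.4e-08) and 10 of 62 lysosome and phagosome genes where 0.802 were expected (adjusted p = 1.3e-07). They also held 3 of 23 growth factors and receptors of fibrosis where 0.298 were expected (adjusted p = 0.024). Of 50 ECM glycoproteins and proteoglycans and 19 collagens they held 0, where only 0.647 and 0.246 were expected, so these 0s are no shortfall. *Cd74*, the invariant chain, had 23065 ± 4397 normalized counts (SD, n = 3) in SkMRMs, 80698 ± 7897 (n = 4) in gal-3+ macrophages and 19073 ± 3407 (n = 3) in MDMs. *H2-Ab1*, a chain of an MHC class II molecule, had 8782 ± 1257, 36562 ± 4149 and 9636 ± 2219. The 810 genes held 10 of 23 genes of cholesterol synthesis where 1.10 were expected (adjusted p = 7.2e-07) and 14 of 43 ribosomal protein genes where 2.05 were expected (adjusted p = 2.3e-07). *Sqle*, an enzyme of cholesterol synthesis, had 144 ± 39.3, 259 ± 52.6 and 697 ± 164, and *Rplp0*, a protein of the ribosomal stalk, had 10993 ± 174, 20962 ± 1757 and 26209 ± 3873. The 1760 genes lower in MDMs held 30 of 40 cell cycle genes (adjusted p = 2.6e-20), 16 of 31 markers of muscle fibers and satellite cells (adjusted p = 2.1e-07), 9 of 11 of smooth muscle and pericytes (adjusted p = 7.9e-07) and 6 of 14 of tenocytes and Schwann cells (adjusted p = 0.017). No list passed among the 723 genes, and others passed among the 220 and 810. A call in 1 population alone does not show a difference between them, so MDMs were also compared with gal-3+ macrophages directly, and 564 genes were higher and 1392 were lower in MDMs. Of the 10 MHC class II genes, 6 were lower in MDMs and 0 were higher (adjusted p = 2.6e-06, and adjusted p = 0.10 with an estimated correlation). Of the 23 cholesterol genes, 9 were higher in MDMs and 0 were lower, or 10 higher adjusted over the list alone (adjusted p = 2.3e-05, and adjusted p = 0.10 with an estimated correlation). Of the 43 ribosomal protein genes, 0 were called in this comparison (adjusted p = 1.2e-08, and adjusted p = 0.27 with an estimated correlation). *Tlr12*, a toll-like receptor, had 274 ± 53.9 in gal-3+ macrophages and 4.61 ± 4.25 in MDMs. Libraries did not overlap for 1927 of the 1956 genes called, and for 42.4% of all genes, where chance gives 5.71%.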

The analysis of enriched pathways in the unique DEGs again indicated ECM and lysosomal gene up-regulation in the gal-3^+^ state compared to the MDMs, potentially reflecting enhanced fibrotic and phagocytic activity (fig. S3, K and L).

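Lysosomal genes were higher in gal-3+ macrophages than in MDMs. *Acp5*, tartrate-resistant acid phosphatase on chromosome 9 from 22126727 to 22135711, had 3412 ± 294 normalized counts (SD, n = 4) in gal-3+ macrophages and 922 ± 89.7 (n = 3) in MDMs. *Atp6v0d2*, a subunit of the proton pump, had 8954 ± 992 and 1739 ± 419.7, and *Cd63*, a tetraspanin of late endosomes, had 11009 ± 752 and 4076 ± 333. Of 62 lysosome and phagosome genes, 11 were higher in gal-3+ macrophages and 0 were higher in MDMs, also adjusted over the list alone (adjusted p = 4.3e-09), a call that was lost with an estimated correlation (adjusted p = 0.10). Of 50 ECM glycoproteins and proteoglycans, 12 were higher in gal-3+ macrophages and 3 in MDMs, also adjusted over the list alone (adjusted p = 0.0055, and adjusted p = 0.50 with an estimated correlation). *Igfbp4*, a binding protein of insulin-like growth factors, had 6752 ± 936 in gal-3+ macrophages and 1487 ± 132 in MDMs. The 3 higher in MDMs were *Vcan*, *Fn1* and *Thbs1*. *Vcan*, the proteoglycan versican, had 1518 ± 316 and 27418 ± 2543, and in MDMs *Fn1* had 324470 ± 45443 and *Thbs1* 485080 ± 61130. Of 19 collagens, 3 were higher in gal-3+ macrophages and 0 in MDMs (adjusted p = 0.096), among them *Col4a1*, of basement membranes, with 26504 ± 3646 and 8147 ± 1014. Of 48 ECM regulators, 8 were higher in gal-3+ macrophages and 2 in MDMs (adjusted p = 0.055), among the former *Mmp13*, a collagenase, with 1243 ± 125 and 139.6 ± 34.7. Markers of some other cell types were higher in gal-3+ macrophages as well. Markers of fibroblasts and fibro/adipogenic progenitors were not, with 0 of 20 higher and 1 lower, and 6 of 12 neutrophil markers were lower. Of 31 markers of muscle fibers and satellite cells, 23 were higher, or 24 adjusted over the list alone (adjusted p = 1.7e-12, and adjusted p = 0.10 with an estimated correlation). So were 9 of 11 markers of smooth muscle and pericytes (adjusted p = 1.4e-07, and adjusted p = 0.10 with an estimated correlation), 10 of 18 of endothelium, or 11 adjusted over the list alone (adjusted p = 2.4e-06, and adjusted p = 0.34 with an estimated correlation) and 8 of 14 of tenocytes and Schwann cells (adjusted p = 7.2e-06, and adjusted p = 0.10 with an estimated correlation). *Cdh5*, the endothelial cadherin, had 4943 ± 911 in gal-3+ macrophages and 1361 ± 215 in MDMs, and *Rgs5*, of pericytes, 4132 ± 505 and 823 ± 202.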

To further characterize the inflammatory states of the dystrophic macrophages, we compared them to well-defined M1 and M2 polarization signatures established by in vitro treatments of BMDMϕ (*34*). The transcriptional profiles substantially differed between muscle and BMDMϕ macrophages (fig. S3M), and little to no correlation was found between the MDM (C2/C1) or gal-3^+^ state (C0/C1) and M1 or M2 polarization states (Fig. 2H). Further, several M1 and M2 markers were heterogeneously expressed across the dystrophic macrophage populations in the scRNAseq analysis (Fig. 2I). Unexpectedly, some M2 markers were expressed highest in SkMRMs (Fig. 2J). Flow cytometry and quantitative polymerase chain reaction (qPCR) analysis confirmed that M1 and M2 genes were not selectively enriched in any of the scRNAseq-defined muscle macrophage populations (fig. S6). The transcriptomic profiling of muscle macrophages supports that a terminal differentiation state marked by high gal-3 expression is a dominant signature induced in muscular dystrophy. This gal-3 signature is associated with regulation of the ECM and has little overlap with M1 and M2 macrophage activation signatures.

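M1 and M2 markers went both ways in gal-3+ macrophages. *Arg1*, arginase 1, an M2 marker, had 45.5 ± 48.8 normalized counts (SD, n = 3) in SkMRMs, 2764 ± 690.1 (n = 4) in gal-3+ macrophages and 7278 ± 605 (n = 3) in MDMs. *Retnla* and *Mgl2*, further M2 markers, were highest in SkMRMs, at 12815 ± 2665 and 11642 ± 965, with 262 ± 36.7 and 337 ± 45.0 in gal-3+ macrophages and 130.3 ± 70.9 and 100.3 ± 40.7 in MDMs. *Ptgs2*, the inducible cyclooxygenase and an M1 marker, had 832 ± 77.9, 16569 ± 1865 and 38270 ± 8025. *Marco*, a scavenger receptor in the M1 list, had 456 ± 438, 37.3 ± 24.9 and 3.04 ± 1.71, and without SkMRM library WT1 its fall in gal-3+ macrophages was not called (adjusted p = 0.012, against 3.3e-04 to 0.0038 without any other library). Of 28 M2 markers, 9 were higher and 9 were lower in gal-3+ macrophages than in SkMRMs (adjusted p = 0.83). Of 24 M1 markers, 4 were higher and 5 were lower (adjusted p = 0.93), with a median log2 fold change of -0.21 and a mean of 0.18. Neither list differed from other genes by camera, while with fry, which tests a list against no change, the M1 list passed in the other direction (adjusted p = 0.023). These counts were the same adjusted over the list alone. Of 23 growth factors and receptors of fibrosis, 9 were higher and 6 were lower (adjusted p = 0.34), with a median of -0.36 and a mean of 0.80, and *Bmp2*, a bone morphogenetic protein, was among the lower ones at 2125 ± 31.3 in SkMRMs and 435 ± 67.1 in gal-3+ macrophages. The M1 and M2 lists are textbook markers. The BMDMϕ data to which the paper compared these populations are not in the deposited table. From the transcriptomic profiling, the paper proposes that a terminal differentiation state marked by high gal-3 expression is a dominant signature of muscular dystrophy. It also proposes that this state comes from resident macrophages or MDMs, and links it to ECM regulation rather than to M1 or M2 activation. The paper has further evidence outside these libraries. For the origin it uses adoptive transfer of SkMRMs and monocytes and RT-qPCR of sorted cells. For the link to ECM regulation it uses spatial transcriptomics, staining of muscle sections and stromal progenitors cultured in conditioned media. For M1 and M2 markers it uses single-cell data, flow cytometry and qPCR.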

### Spatial transcriptomic analysis reveals that gal-3^+^ macrophages are associated with stromal cells and ECM genes

We used capture probe–based spatial transcriptomics (Visium, 10x Genomics) to gain insight on how gal-3^+^ macrophages functionally and spatially interfaced with the dystrophic environment. Spatial RNA sequencing was performed on the gastrocnemius/plantaris muscle complex of 6-week-old mdx mice in the DBA2/J background (D2-mdx). This approach provides spatially resolved gene expression analysis limited in resolution by 55-μm-diameter spot size. Interrogation of the spatial matrix revealed that areas with high gal-3 expression (Fig. 3A, highlighted in red) were confined to regions with active pathology that were densely populated by mononuclear cells (Fig. 3B, highlighted in yellow).

**Fig. 3.**
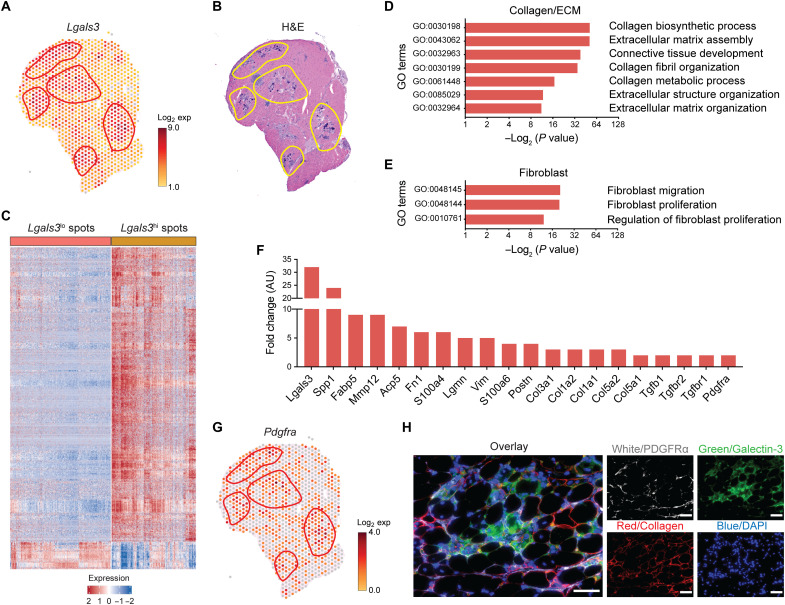
Spatial transcriptomics reveals that gal-3^+^ macrophages are associated with stromal cells and ECM. (**A** and **B**) Spatially resolved gene expression of *Lgals3* (gal-3) (A) and hematoxylin and eosin (H&E) staining of D2-mdx quadriceps. (B) Shown is one of five representative D2-mdx quadriceps. (**C**) Heatmap showing DEGs between Lgals3^hi^ and Lgals3^lo^ spots. Shown are genes with a fold change ≥ 1.5 and false discovery rate < 0.01. All spots in a section, including those with and without pathology, were unbiasedly analyzed. (**D** and **E**) Gene ontology (GO)/pathway analysis showing the enrichment of GO terms in gal-3^hi^ spots associated with collagen/ECM (D) and fibroblasts (E). (**F**) Expression of DEGs associated with fibrosis. (**G**) Spatially resolved gene expression of *Pdgfra* in mdx quadriceps. (**H**) Immunofluorescence staining of 4-week-old mdx quadriceps with anti-PDGFRα (white), anticollagen (red), and anti–gal-3 (green) antibodies. Scale bars, 50 μm. DAPI, 4′,6-diamidino-2-phenylindole.

A differential gene expression analysis between gal-3^hi^ and gal-3^lo^ spots revealed that 1365 and 125 genes were up- and down-regulated, respectively (Fig. 3C). The provided heatmap comprises 569 gal-3^hi^ and 676 gal-3^lo^ spots collected from five D2-mdx gastrocnemius/plantaris muscle complexes. We assigned any spot with a unique molecular identifier (UMI) count ≥ 3 as gal-3^hi^ and spots with a UMI count ≤ 1 as gal-3^lo^. A gene ontology (GO) analysis was performed on the DEGs, which showed that phagocytosis, endocytosis, and leukocyte migration were among the most enriched terms (fig. S7A). Terms associated with regeneration and repair were also highly enriched in the gal-3^hi^ areas (fig. S7B). Of particular interest, GO terms associated with the ECM and fibroblasts (Fig. 3, D and E) and multiple genes associated with fibrosis were enriched in the gal-3^hi^ areas (Fig. 3F). *Lgals3* and *Spp1* were among the highest, revealing a greater than 30- and 25-fold increase, respectively. The profibrotic matrix metalloproteinase-12 (*Mmp12*) was also increased (*35*). Genes encoding ECM components were increased, including fibronectin (*Fn1*), periostin (*Postn*), and several collagens, as well as components of growth factor pathways that induce fibrosis (e.g., *Tgf*β *and Pdgf*).

The spatial transcriptomics also revealed that platelet-derived growth factor receptor–α (PDGFRα), a growth factor receptor expressed on stromal cells, was increased in the gal-3^+^ areas (Fig. 3G, highlighted in red). Immunofluorescence assays performed on mdx quadriceps revealed that PDGFRα^+^ stromal cells in pathological lesions were juxtaposed with gal-3^+^ macrophages (Fig. 3H). Collectively, these findings suggest that gal-3^+^ macrophages interact with stromal cells (e.g., FAPs) in degenerative lesions to promote fibrosis.

### Intercellular communication network analysis identifies that FAPs and macrophages communicate via Spp1

To determine how gal-3^+^ macrophages and stromal progenitors interact, we performed a reference-based integration of skeletal muscle mononucleated cell datasets and surveyed intercellular communication networks with CellChat (*36*). We used a publicly available dataset of uninjured muscle (*37*) and referenced an additional dataset independently prepared from muscle mononucleated cells pooled from three mdx mice. Three subpopulations of FAPs, including adipogenic, proremodeling, and stem populations, were identified, as reported previously (*38*), in uninjured and dystrophic muscle. An increased proportion of proremodeling (53.2% versus 21.6%) and adipogenic FAPs (8.67% versus 5.70%) was noted in dystrophic muscle, as well as an overall expansion of muscle macrophages (38.9% versus 14.4%), compared to healthy muscle (Fig. 4A). Similar to the scRNAseq analysis of purified macrophages (Fig. 1), gal-3^+^ macrophages were the predominant macrophage population in dystrophic muscle (Fig. 4A). The probability of communication between two cell groups was visualized with circle plots by designating FAPs as the central nodes of analysis. The highest degree of inferred communication occurred with gal-3^+^ macrophages, reflected by the thickness of the connecting edge (fig. S8, A to C). The CellChat analysis was also performed with gal-3^+^ macrophages, SkMRM, or MDMs as the central nodes of analysis. Circle plots show a large probability of intermacrophage communication, followed by communication with FAP populations (Fig. 4, B to D). Little to no communication was found between macrophages and tenocytes.

**Fig. 4.**
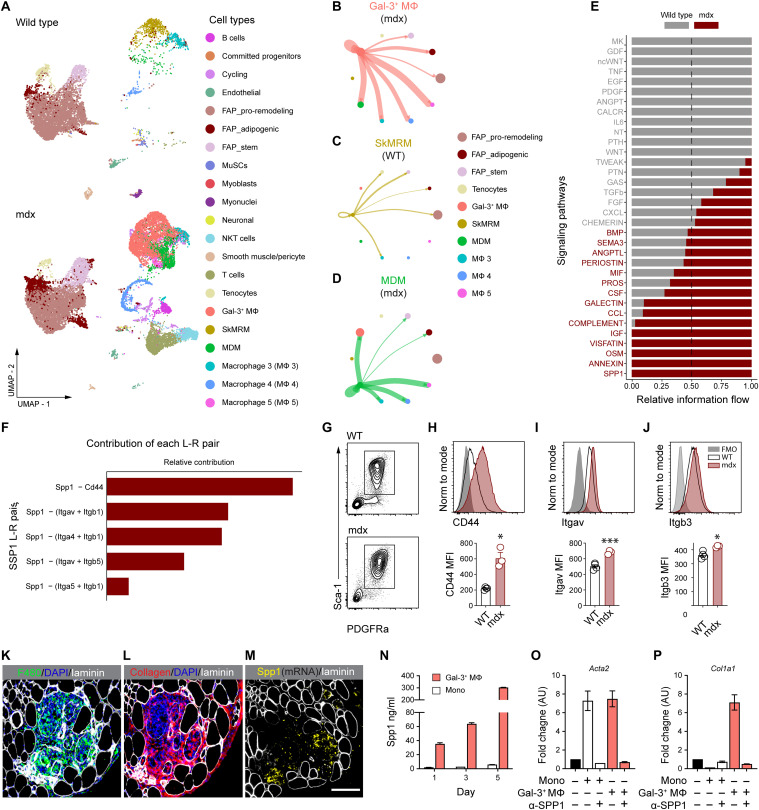
Spp1 mediates FAP and macrophage interactions in dystrophic muscle. (**A**) Reference-based integration of skeletal muscle mononucleated cell datasets prepared from 3-month-old WT and mdx mice. (**B** to **D**) Visualization and analysis of cell-cell communication using CellChat. Circle plots placing macrophage subsets as the central nodes of analysis in the mdx dataset (B) to (D). An interaction between a pair of cell types is depicted by a line connecting two cell types. The thickness of the line depicts the strength of that interaction. (**E**) Pathways enriched in the stromal cell and macrophage network of WT and mdx mice. (**F**) Relative contribution of Spp1 ligand (L)–receptor (R) pairs. (**G**) Expression of Spp1 receptors was measured in WT and mdx PDGFRα^+^Sca1^+^ FAPs by flow cytometry. Plots shown were gated on live CD45^−^CD31^−^ cells. (**H** to **J**) Representative histograms and quantification of the mean fluorescence intensity (MFI) of Spp1 receptors. Four-week-old mice were analyzed. *n* = 3 to 4. *P < 0.05 and ***P < 0.001 using an unpaired Welch’s *t* test. (**K** to **M**) RNAscope multiplexed with immunofluorescence staining of adjacent section showing F4/80^+^ macrophages (K, green), *Spp1* mRNA (M, yellow), and areas enriched with collagen (L, red). Laminin is shown in white (K) to (M). Scale bar, 100 μm. (**N**) Spp1 secretion was assessed by enzyme-linked immunosorbent assay. (**O** and **P**) The expression of *Acta2* (O) and *Col1a1* (P) was measured by reverse transcription qPCR (RT-qPCR) in FAPs stimulated with monocyte (mono)–conditioned or gal-3^+^ macrophage–conditioned media. α-SPP1, neutralizing mouse Spp1 antibody. Shown is a representative of two independent experiments with conditions done in duplicate.

Next, information flow for signaling pathways in the stromal cell and macrophage network was assessed (Fig. 4E). Some pathways (e.g., CXCL, CHEMERIN, BMP, SEMA3, ANGPTL, and PERIOSTIN) maintain similar flow in healthy and dystrophic muscle, suggesting that these pathways are equally important in regulating macrophage and FAP interaction during homeostasis and muscle disease. In contrast, other pathways prominently change their information flow in dystrophic muscle compared to uninjured muscle. For example, MK and growth differentiation factor (GDF) are silenced in dystrophic muscle, and TWEAK, PTN, and GAS are decreased. In contrast, GALECTIN, CCL and COMPLEMENT are increased in dystrophic muscle. Insulin-like growth factor (IGF), VISFATIN, OSM, ANNEXIN and SPP1 were exclusively active in dystrophic muscle.

The Spp1 pathway was further characterized given its known role in promoting muscle fibrosis during muscular dystrophy (*22*). The highest relative contribution to the Spp1 pathway was attributed to the Spp1-CD44 ligand (L)–receptor (R) pair, followed by several integrin heterodimer receptors (Fig. 4F). Flow cytometry showed that Spp1 receptors—CD44, Itgav, and Itgb3—were up-regulated in mdx PDGFRα^+^Sca1^+^ stromal cells, compared to WT stromal cells (Fig. 4, G to J). RNAscope multiplexed with immunofluorescence staining revealed that degenerative lesions with increased macrophages and collagen contained elevated levels of *Spp1* (Fig. 4, K to M). In vitro culturing of gal-3^+^ muscle macrophages revealed that they secreted higher levels of Spp1 compared to bone marrow monocytes (Fig. 4N). Monocyte- and gal-3^+^ macrophage–conditioned media induced the expression of *Acta2* in FAPs in a Spp1-dependent manner, but only gal-3^+^ macrophage–conditioned media increased the expression of *Col1a1* (Fig. 4, O and P). Collectively, these results suggest that the Spp1 pathway is a key regulator of gal-3^+^ macrophage and FAP interactions during muscular dystrophy and that Spp1 signals primarily through CD44 and a subset of integrin heterodimers to control FAP differentiation.

### Muscle damage expands a population of gal-3^+^ macrophages that is chronically activated in muscular dystrophy

We next examined the regulation of muscle macrophage populations during muscular dystrophy. SkMRM and MDMs were elevated in the early stages of disease but resolved by chronic stages (fig. S9, A and B). An elevation of gal-3^+^ (gal-3^hi^Folr2^lo^) macrophages was observed as early as 3.5 weeks of age in mdx hindlimb muscles and began to decline by 8 weeks but remained chronically elevated up to 52 weeks of age compared to controls (Fig. 5A). Gal-3 protein was up-regulated in dystrophic muscle macrophages as early as 4 weeks and remained elevated at 52 weeks of age (Fig. 5, B and C). Immunofluorescence staining showed that gal-3 was expressed in a subset of F4/80^+^ macrophages in dystrophic muscle but absent in WT muscle macrophages (fig. S9C). The chronic activation of gal-3^+^ macrophages was associated with increased collagen deposition at 52 weeks (Fig. 5D).

**Fig. 5.**
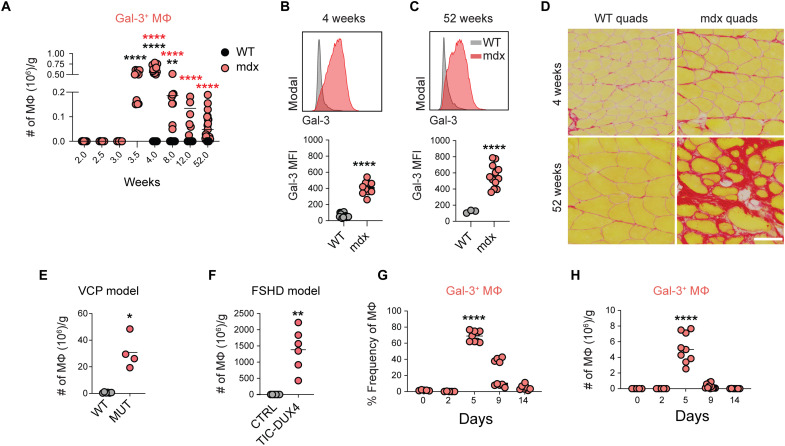
Chronic activation of gal-3^+^ macrophages in dystrophic muscle. (**A**) The number of gal-3^+^ macrophages in B10.mdx hindlimb muscle, normalized to muscle mass (grams). *n* = 6 to 19 per time point. (**B** and **C**) Representative histograms and quantitative analysis of the geometric MFI of gal-3 in 4-week-old (B) and 52-week-old (C) WT and mdx muscle macrophages. (**D**) Picrosirius red staining of WT and mdx quadriceps cryosections from 4- and 52-week-old mice. Scale bar, 100 μm. (**E** and **F**) Enumeration of gal-3^+^ macrophages in the VCP-associated inclusion body myopathy mouse model (E) and in the facioscapulohumeral muscular dystrophy Tamoxifen inducible Cre-DUX4 (TIC-DUX4) mouse model (F). *n* = 4 to 6, 10-month-old mice (E); *n* = 5, 10-week-old mice (F). (**G** and **H**) Regulation of gal-3^+^ macrophages frequency (G) and number (H) after injury. *n* = 7 to 9 per time point (G) and (H). *P < 0.05, **P < 0.01, and ****P < 0.0001 using an unpaired Welch’s *t* test (B), (C), (E), and (F) or two-way ANOVA with Sidak’s multiple comparisons test, for comparison with 2-week time point (A) or with day 0 (G) and (H). ****P < 0.0001 using Sidak’s multiple comparisons test, for comparison with age-matched controls of 4, 8, 12, and 52 weeks, respectively.

The induction of a gal-3^+^ transcriptional program was conserved in other forms of muscle disease. We performed a referenced-based integration of muscle macrophage scRNAseq datasets prepared from 8-month-old B6A/J mice, a mouse model of limb girdle muscular dystrophy 2B, and respective controls (fig. S10A). The mdx dataset from this study (Fig. 1) was used as the reference. Similar to mdx dystrophic muscle, the predominant muscle macrophage population in B6A/J mice corresponded to gal-3^+^ macrophages (fig. S10B). Immunofluorescence staining of 12-month-old muscle confirmed the presence of gal-3^+^ macrophages and their proximity to PDGFRα^+^ stromal cells in B6A/J mice (fig. S10D). Gal-3^+^ macrophages were largely absent in B6 healthy control muscle (fig. S10C). SkMRMs were similarly the dominant macrophage population in control muscle. Although the lack of MDMs and cluster 5 macrophages in B6A/J and control samples could be explained by disease-specific differences, we cannot rule out that differences in the stage of disease (i.e., age) could contribute to this observation. Gal-3^+^ muscle macrophages were also elevated in mouse models of valosin-containing protein (VCP)–associated inclusion body myopathy and facioscapulohumeral muscular dystrophy (Fig. 5, E and F).

The regulation of gal-3^+^ macrophages following BaCl_2_-induced acute injury was also examined. A large increase in the proportion and number of gal-3^+^ muscle macrophages occurred 5 days after injury (Fig. 5, G and H). By day 9, gal-3^+^ macrophages began to contract and returned to their homeostatic levels by day 14. The expansion of gal-3^+^ macrophages at day 5 coincided with the transition of muscle toward the repair phase and when collagen deposition was most apparent, suggesting that they are involved in remodeling of the ECM during muscle regeneration (fig. S11, A and B).

### Gal-3^+^ macrophages are derived from SkMRMs and peripheral monocytes

The capacity of SkMRMs and monocytes to differentiate into gal-3^hi^Folr2^lo^ macrophages was determined through adoptive transfer assays. SkMRMs or bone marrow monocytes from CD45.1^+^ congenic WT mice were injected into the quadriceps of 4-week-old mdx.CD45.2^+^-recipient mice. Before the adoptive transfer (day 0), bone marrow monocytes did not express Folr2 or gal-3 (Fig. 6A). CD45.1^+^-transferred monocytes up-regulated gal-3 and Folr2, leading to an increased proportion of cells that acquired the gal-3^hi^Folr2^lo^ phenotype as early as day 2 and remained elevated 7 days after transfer (Fig. 6, A and B). The adoptive transfer of CD45.1^+^ SkMRMs from WT muscle resulted in a down-regulation of Folr2 and an up-regulation of gal-3, resembling the gal-3^hi^Folr2^lo^ phenotype by the second day after transfer (Fig. 6, C and D). CD45.1^+^ SkMRMs were substantially declined 7 days after transfer, suggesting that gal-3^hi^Folr2^lo^ emerging from the SkMRM pool are short-lived (Fig. 6D). Intriguingly, mdx gal-3^+^ macrophages transferred into healthy WT muscle did not revert to a SkMRM phenotype, suggesting that they exhibit little plasticity in this setting (Fig. 6, E and F). Despite their inability to resolve, gal-3^+^ macrophages did not promote collagen deposition in WT muscle or induce the expression of genes associated with muscle fibrosis (fig. S12) (*39*–*41*).

**Fig. 6.**
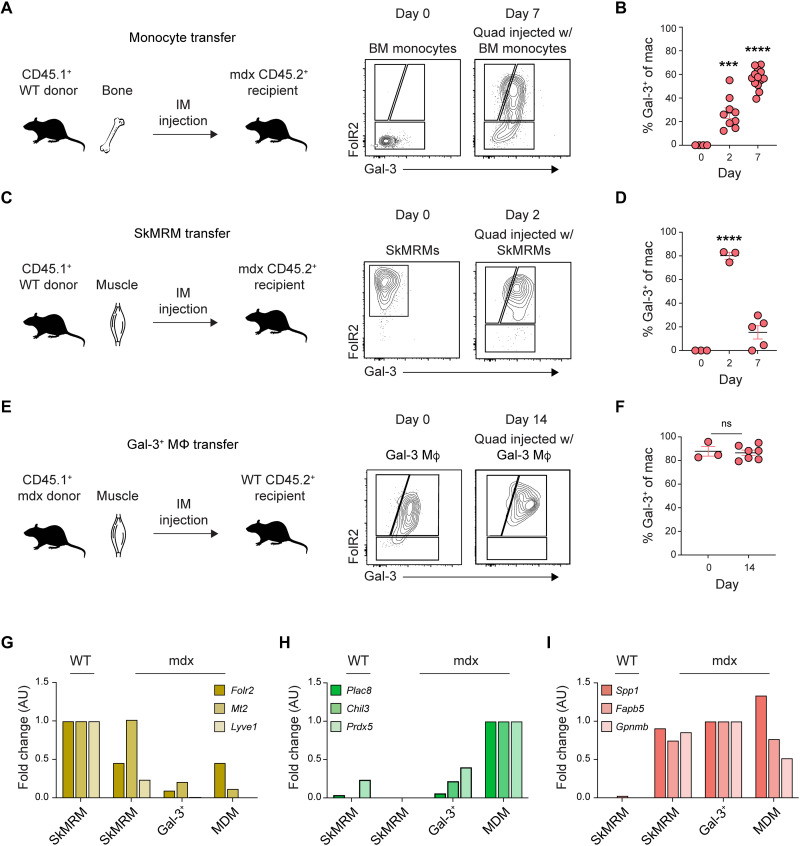
Peripheral monocytes and skeletal muscle-resident macrophages give rise to gal-3^+^ macrophages. (**A** and **B**) Adoptive transfer of monocytes into 4-week-old mdx mice. Graphical abstract of the workflow and representative flow plots of monocytes before and after transfer (A). Frequency of the donor monocytes that converted to gal-3^+^ macrophages at 2 and 7 days after transfer (B). *n* = 3 to 13 per group. (**C** and **D**) Adoptive transfer of SkMRMs into 4-week-old mdx mice. Schematic of the workflow and representative flow plots (C). Frequency of SkMRMs that converted to gal-3^+^ macrophages (D). *n* = 3 to 5 per group. (**E** and **F**) Schematic of the transfer of gal-3^+^ macrophages into healthy WT muscle (E) and their quantification (F). *n* = 3 to 7 per group. (**G** to **I**) RT-qPCR quantification of the expression of cluster 1 (E), 2 (F), and 0 genes (G) in FACS-sorted SkMRMs from WT and mdx muscle, and gal-3^+^ Mϕ and MDMs from mdx muscle. ***P < 0.001, and ****P < 0.0001 using a one-way ANOVA with Sidak’s multiple comparisons test (B) and (D) for comparison with the day 0 mean or an unpaired Welch’s *t* test (F). A two-way ANOVA with Sidak’s multiple comparisons test was used for the gene expression assays (G) to (I). IM, intramuscular; ns, not significant.

The regulation of SkMRMs, MDMs, and gal-3^+^ macrophage marker genes in endogenous macrophages FACS-sorted from 4-week-old WT and mdx muscle was assessed by reverse transcription qPCR (RT-qPCR) (Fig. 6, H and I). The following marker genes were interrogated: *spp1*, *Fabp5*, and *Gpnmb*; *Folr2*, *Mt2*, and *Lyve1*; and *Plac8*, *Chil3*, and *Prdx5*, because of their preferential expression in gal-3^+^ macrophages, SkMRMs, and MDMs, respectively (fig. S13). Folr2^hi^ macrophages isolated from dystrophic muscle (mdx SkMRM) began to lose expression of SkMRM genes (Fig. 6G) but gained expression of gal-3^+^ macrophage genes (Fig. 6I). Similarly, MDMs in dystrophic muscle up-regulated gal-3^+^ macrophage genes (Fig. 6I), whereas MDM genes were lowly expressed in gal-3^+^ macrophages (Fig. 6H). This regulation of SkMRM, MDM, and gal-3^+^ macrophage genes is consistent with the adoptive transfer assays and supports the interpretation that SkMRMs and recruited CD52^+^ monocytes are activated and differentiate into gal-3^hi^Folr2^lo^ macrophages within the dystrophic niche.

### Gal-3^+^ macrophages are elevated in human diseased muscle

To determine whether gal-3^+^ macrophages are also present in human dystrophic muscle, we quantified their numbers in archived muscle biopsies. Immunofluorescence assays showed that gal-3 was expressed in a subset of CD68^+^ macrophages (Fig. 7A). An immunohistochemical examination of gal-3 showed that the number of gal-3^+^ macrophages in interstitial or perivascular regions did not differ between control and myopathic patients, except for an increase in gal-3^+^ perivascular macrophages in limb girdle muscular dystrophy 2A (LGMD2A) (Fig. 7, B to D). However, the number of gal-3^+^ myofiber-invading macrophages was significantly elevated in DMD, antisynthetase syndrome (ASS), and LGMD2A (Fig. 7, B and E). A nonsignificant trend for an increase in patients with inclusion body myositis (IBM) was also noted. Consistent with the increase in gal-3^+^ macrophages in DMD and LGMD2A, the expression of *SPP1* in whole muscle was elevated (Fig. 7F). RNA was not available for IBM, necrotizing autoimmune myopathy (NAM), and ASS groups to measure transcript levels of *SPP1*. Further, *COL1A* mRNA was significantly elevated in DMD muscle, suggesting that a similar gal-3^+^ macrophage and Spp1 pathway promotes fibrosis in DMD (Fig. 7, F and G).

**Fig. 7.**
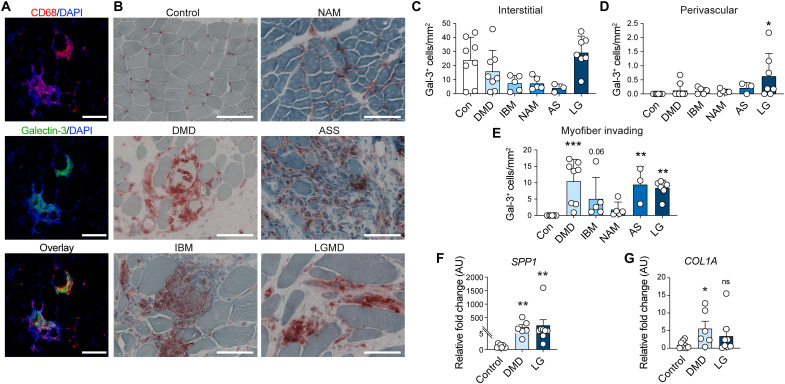
Gal-3^+^ macrophages are elevated in human chronic muscle disease. (**A**) Immunofluorescence staining of gal-3^+^ macrophages in human IBM muscle. CD68 (red), gal-3 (green), nuclei (blue). Scale bars, 100 μm. (**B**) Representative images of immunohistochemical staining of gal-3 in control and myopathic patients. Scale bars, 100 μm. (**C** to **E**) Quantification of gal-3^+^ cells in the interstitial space (C), the perivascular area (D), or infiltrating the myofiber (E). *n* = 3 to 8 frozen sections per patient type. (**F** and **G**) Expression of human *SPP1* (F) and *COL1A* (G) mRNA in control, DMD, and LGMD biopsies. *n* = 6 to 8 patients were used to measure RNA expression. *P < 0.05, **P < 0.01, and ***P < 0.001 using a two-way ANOVA with Kruskal-Wallis multiple comparisons test (C) to (G).

## DISCUSSION

Macrophage diversity is regulated by the integration of tissue-intrinsic cues with inflammatory signals to induce unique transcriptional programs. Single-cell transcriptomics has helped uncover an unprecedented degree of macrophage heterogeneity attributed to the integration of these complex signals in several organs, including the heart, brain, and adipose tissue (*42*–*44*). Recently, comparative single-cell transcriptomic studies of tissue-resident macrophages isolated from distinct anatomical sites, including skeletal muscle, demonstrated that muscle macrophages expressed a transcriptome that differs from those of lung and peritoneal macrophages (*27*). Transcriptomic analysis of muscle macrophages isolated from acutely injured muscle has also shown that macrophages acquire distinct transcriptional programs adapted to promoting muscle regeneration (*45*, *46*). However, the diversity of muscle macrophages and how their function and transcriptional states are influenced by muscle disease in an immunocompetent setting have not been defined.

Here, we performed an unbiased scRNAseq analysis of muscle macrophages from healthy and dystrophic muscle to define the transcriptional programs induced in macrophages that promote muscle fibrosis during muscular dystrophy. We found six distinct macrophage populations, none of which resembled polarized M1 or M2 macrophages. Rather, the six populations expressed varying degrees of M1 and M2 macrophage marker genes. The gal-3^hi^Folr2^lo^ (gal-3^+^) signature emerged as the predominant transcriptional state in dystrophic muscle macrophages. Gal-3^+^ macrophages expressed profibrotic factors, including Spp1 and gal-3, and were chronically activated in muscular dystrophy. A recent scRNAseq analysis of immunodeficient mdx mice (mdxNSG) described a M2c-like macrophage population that was marked by high expression of *Spp1*, suggesting that adaptive immunity likely has a minimal role in the induction of the gal-3^+^/Spp1^+^ macrophage state (*47*). Gal-3^+^ macrophages interacted with stromal cells (e.g., FAPs) in regions enriched with genes associated with muscle fibrosis, and computational inferences predicted that communication between these cells is partly mediated by Spp1. Gal-3^+^ macrophages were also elevated in several human myopathies, including DMD, and were juxtaposed with PDGFRα^+^ stromal cells. Further, *SPP1* and collagen were up-regulated in DMD biopsies, suggesting that a Spp1-mediated gal-3^+^ macrophage and stromal cell interaction is conserved in human to promote muscle fibrosis.

Consistent with a potential role for gal-3^+^ macrophage–derived Spp1 in the pathogenesis of muscular dystrophy, Spp1 enhances the matrix metalloproteinase 9–mediated processing of TGF-β into its active form to promote muscle fibrosis in mdx mice (*22*, *23*, *30*). Further, Spp1 skews macrophages toward a proinflammatory phenotype, which promote muscle damage in acute stages of disease in mdx mice (*10*, *23*). Spp1 and gal-3 are also associated with tissue fibrosis (*48*–*52*) and adipogenic differentiation of FAPs in skeletal muscle (*53*), suggesting a cooperative role for gal-3 and Spp1 in inducing fatty fibrosis in DMD. In support of this, Spp1 and gal-3 induce fibroblast proliferation and differentiation of myofibroblasts (*54*, *55*). It is essential to note, however, that gal-3 may have a potential role in repair as demonstrated by the emergence of gal-3^+^ macrophages in damaged tissues (*56*–*58*) and the impairment of tissue repair in gal-3–deficient mice (*59*, *60*). Studies of barium chloride–induced muscle injury or autologous muscle grafting in mice showed that gal-3 and Spp1 promote regeneration in acute settings (*61*–*63*). These findings suggest that muscle regeneration and fibrosis share common pathways of regulation, and a temporal-dependent mechanism partly determines whether Spp1 and gal-3 promote regeneration or fibrosis. This perspective is consistent with the view that fibrosis, to some extent, reflects a dysregulated repair process (*7*, *64*). While experimental approaches targeting a single factor (e.g., Spp1 or gal-3) will advance our knowledge on how they individually contribute to muscle fibrosis, resetting the transcriptional program of gal-3^+^ macrophages to its homeostatic state is likely a more effective therapeutic strategy for DMD.

In this regard, the present study defines the homeostatic signature of SkMRMs and establishes a posteriori knowledge to further investigate how this transcriptional state is regulated. The transcriptional profile of SkMRMs identified in this study overlapped with resident macrophages identified by scRNAseq analysis of healthy skeletal muscle (*27*, *65*). Wang and colleagues described a resident population in the diaphragm that was characterized by high expression of *Folr2*, *Lyve1*, *Ltc4s*, *Fxyd2*, and *Fcgrt*, genes that were expressed the highest in SkMRMs in the present study. Unexpectedly, we found that markers associated with M2 macrophages were most highly expressed in SkMRMs. This observation is consistent with the high expression of M2 markers in the CD209^+^ muscle–resident macrophages described by Wang *et al.* (*27*). Although SkMRMs expressed some markers of M2 macrophages, their overall transcriptional signature substantially differed from M2 macrophages polarized in vitro with interleukin-4 (IL-4) and IL-13. Given that the cytokines that induce M2 activation (e.g., IL-4 and IL-13) are increased with muscle injury or disease and are typically low or absent in healthy muscle (*39*, *66*), it is unlikely that these factors promote the M2-like phenotype of SkMRMs. Rather, tissue-associated or metabolic signals are more likely factors to induce this phenotype (*67*). Consistent with this interpretation, bulk RNAseq analysis revealed that SkMRMs were associated with ECM and muscle-associated pathways, suggesting that these homeostatic functions induce a molecular phenotype sharing some features with M2 macrophages. Although the function of SkMRMs remains to be defined, a recent study reported a population of muscle-resident macrophages marked by high expression of *Lyve1* and *Timd4* that promoted the clearance of acutely damaged muscle and promoted metabolic reprogramming of dystrophic muscle (*65*). Given that Folr2^hi^ SkMRMs also expressed high levels of *Lyve1* and *Timd4*, it is likely that these are similar populations with conserved function.

A major advancement in this study was the observation that the dystrophic environment converts muscle-resident macrophages and peripheral monocytes into gal-3^+^ macrophages. Prior studies implicated a role for recruited monocytes in the muscle pathology of mdx mice at 12 weeks of age (*68*). Although Ly6c^hi^ monocytes were reduced out to 6 months of age in CCR2-deficient dystrophic mice, myonecrosis and fibrosis returned to control levels by this point (*69*), suggesting that other monocyte or macrophage populations promote dystrophinopathy at later stages of disease. In this regard, Zhou and colleagues concluded that Ly6c^lo^ monocytes, which returned to control levels, were responsible for the lack of a sustained protective effect in CCR2-deficient dystrophic mice. Similar to Ly6c^+^ bone marrow monocytes, SkMRMs that were adoptively transferred into dystrophic muscle differentiated into gal-3^+^ macrophages, an activation state with putative fibrogenic activity. We propose that the sustained differentiation of dystrophic SkMRMs cooperates with the continuous recruitment of monocytes to promote fibrosis throughout the course of muscular dystrophy. In the absence of Ly6c^hi^ inflammatory monocyte recruitment, SkMRMs and Ly6c^lo^ monocytes become the dominant populations that promote fibrosis by adopting the gal-3^+^ program. Our observations that the transcriptional state of SkMRMs is associated with the ECM (fig. S5) and this program is retained in gal-3^+^ macrophages (fig. S3L), suggest that, provided the appropriate niche, SkMRMs are poised to differentiate into a population with an intrinsic quality to promote fibrosis. The development of lineage tracing systems to parse out the contribution of SkMRMs and MDMs to the gal-3^+^ macrophage pool and muscle fibrosis will be required in future studies.

Collectively, this study identified diverse subsets of muscle macrophages with distinct functions and transcriptional profiles. The gal-3^+^Spp1^+^ signature reflected the predominant transcriptional state of a dystrophic muscle macrophage. Colocalization of gal-3^+^ macrophages with stromal progenitors, and the observation that Spp1 mediates communication between these cell types in vitro, reinforces the importance of a macrophage-FAP fibrogenic axis in promoting the pathogenesis of muscle disease. The translational significance of this interaction is highlighted by the observation that a similar fibrogenic axis exists in human, as gal-3^+^ macrophages were elevated in several human muscle diseases. Further, gal-3^+^ macrophages were identified in three different models of chronic muscle disease and acute muscle injury, suggesting that a canonical mechanism associated with muscle damage triggers differentiation into the gal-3^+^ state. A likely candidate is phagocytosis of muscle cell debris, which has been documented as a key contributor to macrophage activation (*70*). However, this represents only one of the many macrophage-FAP fibrogenic circuits that have been previously documented in muscle (*11*, *19*). Mechanistic approaches relying on mouse genetics to study macrophage and stromal progenitor interactions will advance our understanding of how this axis promotes muscle fibrosis during muscular dystrophy. In summary, by defining the transcriptional heterogeneity of muscle macrophages, this study has advanced the understanding of macrophage activation and function during muscle homeostasis and degenerative disease. The defined transcriptional states open a path for developing groundbreaking therapeutic approaches to inhibit immune-mediated muscle fibrosis.

### Limitations of the study

Studies of acute muscle injury suggest that the functional role of FAP and gal-3^+^ macrophage interactions in muscle regeneration and fibrosis is complex. Nawaz *et al.* (*71*, *72*) demonstrated that CD206^+^ cells, presumably macrophages, inhibit the promyogenic activity of FAPs through a TGF-β–mediated repression of follistatin. TGF-β, whose processing depends on Spp1 (*30*), also promotes the fibrogenic differentiation of FAPs and fibrosis (*17*, *73*). Here, we report that CD206 is expressed in gal-3^hi^ macrophages (fig. S6D), which promoted the differentiation of FAPs in a Spp1-dependent manner. Whether gal-3^+^ macrophage–derived Spp1 promotes the processing of latent TGF-β to its bioactive form remains to be addressed. Given the lack of an in vivo functional assessment of gal-3^+^/Spp1^+^ macrophages and FAP interactions, the present findings only provide a correlative association with fibrosis and require further study. We note that a potential role for gal-3^+^ macrophages in fibrosis is further supported by studies showing that macrophages undergo a similar activation program in volumetric muscle loss (*74*).

Prior studies have shown that macrophages can also inhibit fibrosis. Macrophage depletion using CD11b–diphtheria toxin receptor (DTR) transgenic mice impairs clearance of vascular cell adhesion molecule (VCAM) positive FAPs and exacerbates collagen deposition (*75*). Because CD11b is expressed by all myeloid cells (*76*), these findings suggest that an undefined myeloid subset, distinct from gal-3^+^ macrophages, promotes clearance of VCAM^+^ FAPs to inhibit fibrosis. The enrichment of GO sets associated with ECM and developmental programs suggest that SkMRMs are a population with the functional capacity to inhibit fibrosis (fig. S5). Future studies will require specific deletion of SkMRMs to assess their role in inhibiting fibrosis.

Collectively, these findings underscore the complexity of macrophage and FAP interactions, which are regulated by cellular heterogeneity and differences in the inflammatory milieu between acutely injured versus diseased muscle. In the present study, we interrogated macrophage and FAP interactions at the acute stages of muscular dystrophy. However, the persistence of this interaction with disease progression has yet to be assessed. To elucidate the dynamics of macrophage and FAP interactions and how they regulate the progression of fibrosis, future studies will require an assessment of conditional knockouts of *Spp1* and its receptors throughout multiple stages of muscular dystrophy.

## MATERIALS AND METHODS

### Study design

This study aimed to determine how skeletal muscle macrophages promote fibrosis by using transcriptomics to define their homeostatic signature and how this state is altered with muscle disease. scRNAseq was used to define macrophage diversity in healthy and diseased muscle. Bulk RNAseq analysis was performed on the predominant macrophage populations identified in the scRNAseq studies, to determine the regulation of the transition from homeostatic to the diseased state. Spatial transcriptomics was used to understand how dystrophic macrophages interfaced with the dystrophic environment to promote fibrosis. Multiple mouse models were used to demonstrate the significance of a gal-3^+^ macrophage population in muscular disease. Further, adoptive transfer experiments were used to determine whether resident macrophages, and peripheral monocytes gave rise to gal-3^+^ macrophages. The translation of these studies was assessed by quantifying gal-3^+^ macrophages in human muscle disease through an immunohistochemical examination of archived, deidentified muscle biopsies. Prior approval for collecting muscle tissue and its use in research was given by the Institutional Review Board at the University of California Irvine (UCI; HS 2019-5134). All participants provided written informed consent and Health Insurance Portability and Accountability Act authorization for data collection and the use of muscle tissue for research.

### Experimental animals

C57BL/10 (no. 000476), mdx mice (C57BL/10ScSn-Dmdmdx/J) (no. 001801), and mdx mice in the DBA2/J background (D2-mdx) (no. 013141) were obtained from The Jackson Laboratory. CD45.1 congenic mice (no. 002014) were also obtained from The Jackson Laboratory and crossed with mdx mice at the UCI. B6A/J (no. 012767) and C57BL/6 mice (no. 000664) were bred in vivariums at Children’s National Hospital. VCP (*77*) and double homeobox 4 (DUX4) (*78*) mice were provided by collaborators at the UCI and Ohio State University, respectively. Animal experiments were approved by the Institutional Animal Care and Use Committee of UCI and performed under Institutional Animal Care and Use Committee guidelines.

### Single-cell RNA sequencing

#### Single-cell preparation and analysis of muscle macrophages

Macrophages were sorted from 4-week-old WT and B10.mdx mice, washed, and resuspended at a concentration of ~1000 cells/μl. Using the 10x Genomics platform, libraries for WT and mdx muscle macrophages were generated following the Chromium Single Cell 3′ Reagents Kits v2 User Guide: CG00052 Rev. B. Quantification of cDNA libraries was performed using the Qubit dsDNA HS Assay Kit (Life Technologies, Q32851) and high-sensitivity DNA chips (Agilent, 5067-4626). Quantification of library construction was performed using KAPA qPCR (Kapa Biosystems, KK4824). 10x Genomics libraries were sequenced on the Illumina HiSeq 4000 platform to achieve an average of ~50,000 reads per cell according to the recommendations in the Chromium Single Cell 3′ Reagents Kits v2 User Guide: CG00052 Rev. B. Sequencing reads were processed using the 10x Genomics Cell Ranger 2.1.0. Each library was aligned to an indexed mm10 genome using Cell Ranger Count. To generate an aggregated matrix of WT and mdx cells and to prepare data for downstream analysis, the Cell Ranger Aggr function was used to normalize the number of confidently mapped reads per cell in each library.

The Seurat pipeline (version 3.0.2) was applied to the aligned cell matrix using R (version 3.6.1) to identify cell clusters. Quality control filtering was first performed to remove genes that were not expressed (>0) in at least three cells and cells that had less than 200 genes. The trimmed expression count matrix was log-transformed for downstream processing, and highly variable genes were detected. PCA was combined with the elbow method to determine loadings for the generation of UMAP with 10 PCs included. Using these same PCs, Seurat’s default clustering was performed and was followed up with marker gene detection to elucidate gene expression signatures corresponding to the resultant clusters.

#### Reference-based mapping of macrophages, FAP, and tenocytes

We performed anchoring and integration of single-cell datasets of uninjured WT [i.e., day 0, publicly available dataset from Oprescu *et al.* (*37*)] and mdx mouse muscle that served as a negative control group in a separate study of mice treated with tamoxifen (dataset provided by M.J.S.). Seurat (version 3.2.2, R Studio version 3.6.1) was used for anchoring and integration (*79*). Briefly, merged Seurat objects were normalized, and highly variable genes (features) and scaling were performed with SCTransform (*80*). The top 2000 highly variable features were selected and used for anchoring. Integration anchors (30 dimensions) were computed and used for integration. For neighbor and cluster identification, the integrated object was scaled, and significant PCs were identified via statistical and heuristic testing as recommended in Seurat. Clustered cells were visualized using UMAP. Before anchoring and integration, macrophage identities from both datasets were renamed to match macrophage identities from the current study. Briefly, cells from WT (monocyte_patrolling, monocyte_inflammatory, monocyte_mixed, M2 macrophage_*Cx3cr1*^lo^, M2 macrophage_*Cx3cr*^hi^, and dendritic cells) and mdx (*Lyz2*, *Ctss*, *Cd68*, *Fcgr2b*, *Cd14*, and *Adgre1*-expressing cells) were subclustered and subjected to reference-based mapping using the macrophage identities described in this study (i.e., reference cells – macrophage 0 to 5) (*81*). Following a similar approach, WT FAP_adipogenic, FAP_proremodeling, FAP_stem, and tenocytes (*37*) were used as reference to assign identities to *Pdgfra*^+^ FAPs and tenocytes in the mdx dataset. All other previously assigned cell identities described in Oprescu *et al.* (*37*) were kept in the final clustering except for capillary, mixed, and vein endothelial cells, which were collapsed into “endothelial cells”; T and natural killer (NK) cells, which were separated into T and NKT cells; and cycling cells, which were identified by expression of *Mki67*.

#### Reference-based mapping of B6AJ and limb girdle macrophages

We performed reference-based mapping, anchoring, and integration of muscle macrophage scRNA datasets prepared from two healthy and two dystrophic mice using Seurat (version 3.2.2, R Studio version 3.6.1) (*81*). Datasets were prepared from 8-month-old B6A/J (LGMD2B, *n* = 2) and B6 (WT, *n* = 1). The annotated macrophage dataset in Fig. 1 was used as the reference. WT B10, mdx, WT B6, and B6A/J objects were merged, SCTransform-normalized, anchored, and integrated as described above. Clustered cells were visualized using two-dimensional UMAP.

#### Modeling cell-cell communication networks

Intra- and intercellular communication networks were modeled based on the basis of abundance of known ligand-receptor (L-R) transcript pairs with CellChat (version 1.1.3) (*36*). To identify conserved and perturbed FAP-macrophage communication networks in WT and mdx muscles, we lifted cells from a WT-mdx integrated object. We performed joint manifold and classification learning analyses as described in CellChat.

### Bulk RNAseq and analysis

Total RNA was monitored for quality control using the Agilent Bioanalyzer Pico RNA chip (Agilent Technologies, Santa Clara, CA) and NanoDrop (Thermo Fisher Scientific, Waltham MA) absorbance ratios for 260/280 and 260/230 nm. Library construction was performed according to the SMARTer Stranded Total RNA-Seq Kit v2-Pico Input Mammalian (Takara Bio, Mountain View, CA). The input quantity for total RNA was 2 ng. The total RNA was fragmented for 3 min at 94°C. SMART (Switching Mechanism At 5′ end of RNA Template) cDNA synthesis technology was used to synthesize cDNA from the fragmented total RNA. Illumina adapters were ligated to the ends and enriched by 5 cycles of PCR. R-probes v2 (mammalian specific) are then hybridized to the cDNA that contains ribosomal RNA and human mitochondrial ribosomal RNA sequences. The R-probe v2 hybridized cDNAs are then cut by ZapR v2. The leftover library fragments are further enriched by 14 cycles of PCR. The final libraries are purified via AMPure XP beads. The resulting libraries were validated by qPCR (Kapa library quantification kit, Kapa Biosystems, Wilmington MA) and sized by an Agilent Bioanalyzer DNA high-sensitivity chip. The concentrations for the libraries were normalized and then multiplexed together. The multiplexed libraries were sequenced using paired-end 100 chemistry on the NovaSeq 6000 (Illumina, San Diego, CA).

Public data for microglia (*33*) (GSE132877) and bone-derived macrophage (*34*) (provided by authors) RNAseq were processed from original fastq read files. All reads were mapped to the mouse genome (mm10) (*82*) with TopHat (*83*) (version 2.0.14) with reference GENCODE transcript annotation (*84*) (M9). Overlapping reads were counted and summarized by gene using HTSeq (*85*) (1.99.2). The R package DESeq2 Field (*85*) (version 1.28.1) was used to determine DEGs between datasets. From DESeq2 output, DEGs were classified for twofold changes up or down with a false discovery rate < 0.01. Gene sets from the Molecular Signature Database (*86*) (mSigDB) were downloaded from the Gene Set Enrichment Analysis webpage (http://software.broadinstitute.org/gsea) to determine gene set enrichment. Plots were generated in R using Venn diagram (version 1.6.20), ggrepel (version 0.9.0), ComplexHeatmap (version 2.4.3), plyr (version 1.8.6), and ggplot2 (version 3.3.3).

### Spatial transcriptomics

The 10x Genomics Visium Spatial Gene Expression platform was used for spatial transcriptomics analysis of muscle from dystrophic mice (D2-mdx, stock no. 013141 from The Jackson Laboratory) according to the manufacturer’s guidelines. Briefly, 6-week-old male mice were euthanized via cervical dislocation under isoflurane anesthesia. The gastrocnemius/plantaris muscle complex was immediately dissected and frozen in optimal cutting temperature (OCT) embedding media in liquid nitrogen–cooled isopentane. Muscle tissue was cryosectioned at −20°C at 10-μm thickness onto Visium Spatial Gene Expression slides (10x Genomics) and stored at −80°C until processing. Sections were fixed in prechilled methanol for 30 min. Hematoxylin and eosin (H&E) staining was performed per the published protocol from 10x Genomics, with imaging performed using a Zeiss Axio Observer microscope. H&E images were stitched and processed using Zen 2.0 software. Following imaging, tissues were permeabilized for 12 min, which was predetermined as the optimal time for 10-μm mouse muscle sections using the 10x Genomics Visium Tissue Optimization Kit. Spatially tagged cDNA libraries were built using the 10x Genomics Visium Spatial Gene Expression Library Construction Kit. Sequencing was performed on an Illumina NextSeq 500/550 using 150-cycle high output kits (read 1 = 28, read 2 = 120, index 1 = 10, and index 2 = 10). Alignment to the mouse reference genome mm10 (Ensembl 93) was done using the Space Ranger 1.0.0 pipeline to derive a feature spot-barcode expression matrix (10x Genomics). Alignment of H&E images was done using Loupe Browser.

### Adoptive transfer

Monocytes were isolated from bone marrow using the EasySep Mouse Monocyte Enrichment kit (STEMCELL Technologies). Briefly, femurs and tibias were harvested and flushed through with cold phosphate-buffered saline (PBS). Bone marrow cell suspensions were passed through a 70-μm cell strainer to obtain a single-cell suspension. Red blood cells were removed using the red blood cell lysis buffer according to the manufacturer’s instructions (Sigma-Aldrich). The bone marrow cell suspension was treated with the EasySep reagents, and monocytes were isolated by depletion using an EasyPlate magnet (STEMCELL Technologies). Muscle immune cells were isolated from hindlimb muscles as described previously and enriched using the EasySep Release Mouse Allophycocyanin (APC) selection kit (STEMCELL Technologies). Briefly, the muscle single-cell suspension was resuspended in 0.25 ml of recommended medium and incubated with the Folr2-APC antibody (2 μg/ml) for 5 min on ice. Following incubation with 25 μl of APC selection cocktail for 5 min at 4°C, APC^+^ cell selection is obtained by incubating with RapidSpheres magnetic beads on ice for 3 min. Folr2^+^ macrophages bound to the magnetic beads were eluted after adding the ice-cold release buffer on ice for 3 min, counted, and saved for downstream experiments. Isolated monocytes (20,000 cells/μl in PBS) or Folr2^+^ macrophages (15,000 cells/μl in PBS) were injected in 10 μl intramuscularly. Briefly, mdx mice were anesthetized with isoflurane while placed over a heating pad to maintain thermoregulation. Anesthetized mice were sterilized with 70% ethanol, and 10 μl of cell suspension was injected into the quadriceps using a Hamilton syringe. When appropriate, the other quadriceps was used as a control where no cells were injected into the muscle. Flow analysis of the quadriceps of mdx mice was performed 2 and 7 days following the adoptive transfer.

### Statistical analyses

Data were expressed as mean ± SEM. Statistical analyses were performed using GraphPad Prism version 9.2. Statistical comparisons between the two groups were performed using an unpaired *t* test with Welch’s correction. One-way or two-way analysis of variance (ANOVA) with a post hoc Bonferroni test, Kruskal-Wallis multiple comparisons test, or Sidak’s multiple comparisons tests was conducted when comparing multiple groups. *P* values δ of 0.05 were considered significant.

How the deposited data were processed for this re-analysis (not part of the article)

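The deposited data of the bulk RNA experiment are 1 table of 17001 genes and 10 libraries from mice 4 weeks old, 3 of SkMRMs from WT mice, 4 of gal-3+ macrophages from mdx mice and 3 of MDMs from mdx mice. The column names give each library's population, and a strain and number (WT1 to WT3, and mdx1, mdx3, mdx4 or mdx5). The mdx numbers are not the replicate numbers of the sample titles, so the gal-3+ and MDM columns were matched to their population and not to single samples. According to the paper, the authors prepared cDNA with a low-input stranded kit for total RNA and sequenced it in paired ends. The authors mapped the reads to mm10 with TopHat 2.0.14 and the GENCODE annotation, counted them per gene with HTSeq 1.99.2 and normalized the counts with the size factors of DESeq2 1.28.1, so that the deposited signal is counts per gene divided by 1 factor per library. The log2 fold changes as deposited, with their standard errors, were made by the authors with DESeq2. The authors' Wald test gave the score of each gene as deposited, and the p-values as deposited, raw and adjusted by the method of Benjamini and Hochberg, come from the same test by the authors. The authors' mean per gene is the mean of all 10 libraries to within a relative difference of 5.9e-15.

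Dividing each library by the step between its values gave back whole reads, within 0.001, for 100% of values, with depths of 24323114, 36000868 and 75907638 reads in SkMRMs WT1 to WT3, 40307596, 23575186, 31128797 and 33083682 in gal-3+ macrophages mdx1, mdx3, mdx4 and mdx5, and 22395027, 27652763 and 29186317 in MDMs mdx1, mdx4 and mdx5. Precision is given as the SD between libraries beside each value, which holds the error of counting at these depths. The table holds no gene that a minimum of 10 normalized counts in at least 3 libraries would remove, and 22 gene names had been turned into dates by a spreadsheet. Of its genes, 16335 matched 1 entry of GENCODE M21 and 666 matched several entries or none, and those had no position.

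Log2(normalized count + 1) was fitted with limma 3.58.1 in R 4.3.3 (linear model over all 10 libraries with 7 residual degrees of freedom, trended variance), with adjusted p by the method of Benjamini and Hochberg over 17001 genes. A gene was called at a log2 fold change of at least 1 and an adjusted p under 0.01. Lists of genes were tested with camera of limma at a preset correlation of 0.01, adjusted over the lists of each of 4 comparisons (the 3 pairs, and gal-3+ macrophages against the mean of the other populations), with a threshold of 0.05, and again with the correlation estimated from the data. Of 41 lists fixed at the outset from the paper's text and textbooks, 2 had fewer than 5 members in the table and were not tested. Lists of osteoblast and osteocyte markers and of osteoclast markers were added after the collagen and *Mmp9* values of the SkMRM libraries were seen, and a longer list of tenocyte markers, part of it from a list fixed at the outset, was added too. The added lists were adjusted among themselves alone. Enrichment of a list in a set of called genes was tested with a one-sided Fisher's exact test over all 17001 genes, which was not among the tests fixed at the outset. Principal components were computed on centered and scaled genes. Lists were tested along a component with the camera test on the gene's correlation with it, after Fisher's z transformation, and members were counted past a correlation of 0.8. That test was added later.

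Genes named in the text are those that the paper names, the 10 with the largest rise and fall per pair of populations among called genes with a mean of at least 100 and no overlap between libraries, up to 4 members per list with the largest change, and the 5 with the highest and lowest loadings on PC1 and PC2. Some genes that the rule names are not reported here. Genes outside that rule are marked as chosen after their values were seen. Error bars and errors are SDs between libraries. The labels do not say whether gal-3+ macrophages and MDMs of the same number come from the same mouse.

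Alternatives were pseudocounts of 0.5 and 5, a minimum of 50 in at least 3 libraries, no minimum, scaling of recovered reads by TMM or upper quartile, edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, the authors' p-values, only the populations compared, the number in the column name as a block (the replicate block), each library left out, other thresholds, other forms of the component analysis, and for lists the estimated correlation and fry of limma. The count tests on recovered reads called 997 genes higher and 1794 lower with edgeR and 959 higher and 2246 lower with DESeq2 in gal-3+ macrophages against SkMRMs. Residuals of gal-3+ and MDM libraries of the same number correlated at -0.0279, 0.0102 and 0.0253, so libraries were not treated as paired. The procedure was tested on simulated data with 200 changed genes among 17001. At log2 fold changes of 1.5, 2 and 3, limma recovered 65.7, 77.6 and 87.9% of them between gal-3+ macrophages and SkMRMs, 74.6, 79.1 and 89.4% between MDMs and SkMRMs, and 67.2, 86.6 and 84.8% between MDMs and gal-3+ macrophages, and it called 1, 0 and 2 unchanged genes. The single-cell, spatial, flow cytometry and human results were left out, as the table holds none of their samples.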

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

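The tests of RNA from tendon cells and of the sex of the animals, and the change to the bound for RNA of fibroblasts, were chosen only after the results were seen. Collagens and ECM glycoproteins and proteoglycans were lower in gal-3+ macrophages than in SkMRMs, with median log2 fold changes of -0.90 over all 19 and -0.89 over all 50, and of -2.14 over the 33 of them called lower. As lists, both lost their call with an estimated correlation (adjusted p = 0.33 and 0.38). For the scaling between libraries, the 33 decide nothing, as they were picked for being called lower in the same data. Their median was -2.08 with TMM and -2.26 with upper-quartile scaling. Over all genes these scalings shift the log2 fold change by a median of 0.0623 and -0.118 (-0.154 with the latter for MDMs over SkMRMs). Those shifts are small beside the medians over all 19 and all 50 genes, so the choice among these scalings is argued against. RNA of fibroblasts in the SkMRM libraries cannot be told apart from a lower expression. Collagens were higher in library WT1 than in WT3 (median log2 ratio 0.729) and 17 fibroblast markers other than collagens were not (median -0.0439, quartiles -0.294 and 0.295), a value set at the outset as arguing against it. That bound was wrong, as 15 of the 17 reach 100 in gal-3+ macrophages and so would hide a small share. The 10 called lower had a median ratio of 0.124 (quartiles -0.145 and 0.646, 5 of 10 above 0), a median taken only after the others were seen. RNA of tendon cells stays open and may account for part of the matrix genes: the 6 tenocyte markers of the first lists were all lower, with a median ratio of 1.01 (0.683 to 1.36), and the other 32 matrix genes had one of 0.754 (quartiles 0.416 and 0.987, 28 of 32 above 0). The most abundant, *Fmod*, had 31870 in SkMRMs, 3 of the 6 reach 100 in gal-3+ macrophages and 1 stands in another list. The cells had been sorted by gal-3, *Folr2* and CD52. For the sort behind its single-cell data, the paper reports high purity and a low share of other cells. Among those it names endothelial cells, fibro/adipogenic progenitors, satellite cells and muscle-like cells. From its SkMRM data and public data of microglia and bone marrow-derived macrophages, the paper also reports that ECM genes were enriched in SkMRMs. RNA of bone-forming cells cannot be told apart from RNA of fibroblasts or tendon cells. Of the markers of bone-forming cells, 33.3% (4 of 12) were lower, with a median ratio of 0.797. A difference in matrix expression between resident macrophages of healthy muscle and macrophages of dystrophic muscle also stays open and was not tested.

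More genes were lower than higher in gal-3+ macrophages than in SkMRMs, at 2.23 lower for each higher, a ratio that depends on the threshold, with 3947 higher and 4397 lower at an adjusted p under 0.05 with no minimum fold, and 782 and 1174 with the replicate block. That block joins WT and mdx libraries of the same number, though they come from different mice. The choice among the deposited, TMM and upper-quartile scalings is argued against, with ratios of 1.88 (TMM) and 3.09 (upper quartile). A shift that all of these scalings share would not show. For the set, RNA of tendon cells is argued against only weakly. The genes called lower had a median log2 ratio of WT1 to WT3 of -0.0119 (quartiles -0.395 and 0.394), far under that of the tenocyte markers. That ratio sets 1 library against 1. Calling also favors genes that vary little among SkMRM libraries, though the tenocyte markers of the first lists were called too. RNA of fibroblasts cannot be told apart here, since the fibroblast markers' own median of -0.0439 leaves no bound to compare with. The biological difference between the populations stays open and was not tested.

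*Xist* was at 23983 in SkMRM library WT3 and the Y-linked gene *Ddx3y* at 0 there, while libraries WT1 and WT2 had both RNAs. The sex of the animals is not stated, and these RNAs are signals the paper does not discuss. As a source of the called genes, sex cannot be told apart from the population, as *Xist* was at 0 in every gal-3+ library. The genes called lower had a median log2 ratio of WT3 to WT2 of 0.0431 (quartiles -0.257 and 0.439) and those called higher one of 0. These ratios decide nothing, since they set 1 library against 1 and calling favors genes that vary little among SkMRM libraries. Of 502 genes on the X chromosome 79 were called, and of 7 on the Y chromosome 1. With only genes off the X and Y chromosomes, 865 were higher and 1876 were lower.

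Other results stood out. On principal component 3, which held 6.645% of the variance, gal-3+ library mdx3 lay at -84.74 and the other 3 gal-3+ libraries at 18.56 to 27.03. A component is built to spread libraries apart, so no chance rate applies to this distance. Of 130 genes named in the text, 4 had a gal-3+ library set apart by a rule that chance meets in about 5% of groups, which is no excess: *Cd209d* in mdx5 (4.875, others 0 to 0.778), *Il1b* in mdx5 (31250, others 24280 to 24640), *Ptgs2* in mdx5 (19340, others 15290 to 15850) and *Sirpb1c* in mdx1 (430.7, others 609.5 to 623.9). The effect against SkMRMs went opposite ways in gal-3+ macrophages and MDMs for 10 genes, with differences (MDMs minus gal-3+ macrophages, log2) of -3.629 for *Cadm1* (adjusted p = 1.0e-07), -2.691 for *Cd276* (1.3e-08), -2.667 for *Cd5l* (2.0e-07), -3.488 for *Cd72* (7.8e-11), -3.146 for *Mfge8* (4.0e-10), -2.209 for *Ms4a7* (1.4e-10), -2.689 for *Pdgfb* (1.9e-07), -2.986 for *Zmynd15* (2.2e-06), 2.465 for *Gm37747* (5.3e-06) and 4.588 for *Ifitm6* (2.0e-07). These 10 genes were picked for opposite calls in the same fit, so large differences were built in and their p-values are no separate test. Lists for which the paper's text on the sorted populations gives no result also differed. Tenocyte and Schwann cell markers were lower in gal-3+ macrophages than in SkMRMs (adjusted p = 0.0004081, and adjusted p = 0.19 with an estimated correlation). Markers of muscle fibers and satellite cells (adjusted p = 1.692e-12, and adjusted p = 0.10 with an estimated correlation) and of endothelium (adjusted p = 2.41e-06, and adjusted p = 0.34 with an estimated correlation) were lower in MDMs than in gal-3+ macrophages. Cell cycle genes were lower in MDMs than in gal-3+ macrophages (adjusted p = 1.829e-17, and adjusted p = 0.096 with an estimated correlation), and cholesterol synthesis genes were higher (adjusted p = 2.281e-05, and adjusted p = 0.10 with an estimated correlation). Interferon response genes were lower in gal-3+ macrophages than in SkMRMs (adjusted p = 1.106e-06, and adjusted p = 0.23 with an estimated correlation), and MHC class II genes were higher (adjusted p = 2.413e-06, and adjusted p = 0.11 with an estimated correlation). *Gm26917*, annotated as a long noncoding RNA, took 11.96% of the reads of MDM library mdx1, 6.47 and 4.75% of those of mdx4 and mdx5, and 2.44 ± 0.236% and 2.86 ± 0.216% in SkMRMs and gal-3+ macrophages. *Gm42418*, named after its values were seen, followed it, at 2.255, 1.386 and 1.041% in MDM libraries mdx1, mdx4 and mdx5. In SkMRM and gal-3+ libraries it took 0.5363 to 0.6953%. Whether these shares reflect expression or the making of the libraries was not tested.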

How the results depend on the processing

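The replicate block over mdx1, mdx4 and mdx5 alone, the fit without both WT3 and gal-3+ mdx3 and the fit to genes off the X and Y chromosomes were chosen after the data were seen. With the number in the column name as a block (replicate block), genes lower fell to 1174 in gal-3+ macrophages and 1967 in MDMs against SkMRMs, with 779 shared, and with the block over mdx1, mdx4 and mdx5 only, 854 were lower in MDMs than in gal-3+ macrophages. WT and mdx libraries of the same number come from different mice, so against SkMRMs the replicate block joins unrelated libraries. Library WT2 has no mdx library of its number and adds nothing to these contrasts. At an adjusted p under 0.05 with no minimum fold, genes higher and lower were 3947 and 4397 (gal-3+ macrophages over SkMRMs), 4518 and 5216 (MDMs over SkMRMs), 3375 and 3444 (MDMs over gal-3+ macrophages) and 3125 and 2967 (shared). At a fold of 4 they were 363 and 1171, 540 and 1869, 196 and 474, and 285 and 694. Every other setting kept these counts within a factor of 1.5. Over single libraries left out, genes higher and lower were 862 to 925 and 1476 to 2090, 1372 to 1532 and 2478 to 3119, 409 to 645 and 1222 to 1367, and 661 to 705 and 943 to 1299 in the same order. PC1 and PC2 held 48.54 and 18.06% unscaled, 74.38 and 9.802% with the 500 most variable genes, and 41.56 to 46.52% and 21.08 to 24.19% over single libraries left out. Inflammatory genes, short of the threshold in gal-3+ macrophages against SkMRMs, passed it with a pseudocount of 5 (0.0461), upper-quartile scaling (0.0262), DESeq2 (0.0326), the authors' values (0.0328) and fry (0.00107). Over single libraries left out they had 0.0311 to 0.0737, under 0.05 without WT1 (0.0317), WT2 (0.0311), gal-3+ mdx3 (0.048), gal-3+ mdx4 (0.0421) or MDM mdx4 (0.0456). Glycosaminoglycan genes lost their call with a minimum of 50 (0.073). With an estimated correlation, calls were lost for glycosaminoglycan genes (0.22), collagens (0.327) and ECM glycoproteins (0.382) in gal-3+ macrophages against SkMRMs, and lysosome genes (0.102) and ECM glycoproteins (0.504) in MDMs against gal-3+ macrophages. The last also lost it with fry (0.0891). With fry, M1 markers in gal-3+ macrophages against SkMRMs reversed direction (0.0231). Of 103 further list results, 59 lost their call with an estimated correlation. With fry, 4 of them lost it, 15 gained it and 2 reversed, M2 markers (7.28e-05) and macrophage identity genes (0.00128) in MDMs against SkMRMs. For all of these, the cause was not tested. Of 819 results of named genes, 0 reversed under any setting among those called in either fit. A change of sign in a result called in neither fit was counted as unchanged. Where all 819 were tested, the fewest counted as unchanged were 778, with the replicate block. The block over mdx1, mdx4 and mdx5 left 246 of 273 unchanged. The setting with no minimum removed 0 genes and is no test.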

Differences from the paper's values

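The comparisons below rest on tests fixed at the outset, except the test of excess among shared genes, which was not among them. No count, overlap or component variance differed from the paper's by a factor over 1.5. The paper gives 959 genes higher and 2250 lower in gal-3+ macrophages than in SkMRMs, against 908 and 2027 here, and 727 and 1442 shared with MDMs, against 688 and 1304. DESeq2 on recovered reads gave 959 and 2246, with 727 and 1441 shared, and the authors' deposited values gave 959 and 2249, with 727 and 1442 shared. The paper lists glycosaminoglycan pathways among its genes lower in both dystrophic populations. The list used here was written by hand and is not the paper's gene set, so the 2 results are not a like comparison. As a whole that list was higher in gal-3+ macrophages than in SkMRMs (adjusted p = 0.011, and adjusted p = 0.22 with an estimated correlation), with 8 genes higher and 5 lower of 49, and had 7 higher and 8 lower in MDMs (adjusted p = 0.97). Of the ECM lists, collagens and ECM glycoproteins and proteoglycans passed the test of excess among the shared lower genes, ECM regulators among both the shared lower and the shared higher genes, and ECM-affiliated proteins among the shared higher genes. The paper states that gal-3+ macrophages had lower *Cd52*, *Ccr2* and *Ly6c2*. Here this held against MDMs, while against SkMRMs all 3 genes were higher in gal-3+ macrophages, and the resident genes *Folr2*, *Gas6*, *Cbr2* and *Lyve1* were lower, as the paper has it. With DESeq2 on recovered reads and with the authors' values, *Ly6c2* was not called against SkMRMs.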

Other observations

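The lists of osteoblast, osteoclast and tenocyte markers were chosen after other results were seen, and every other test in this part was planned. Genes of cell division were low in MDMs. *Ccna2*, cyclin A2, had 844 ± 166 normalized counts in SkMRMs, 683 ± 129.9 in gal-3+ macrophages and 131 ± 25.1 in MDMs, and *Nusap1*, a spindle protein, had 683 ± 137, 372 ± 52.7 and 54.3 ± 14.7. Of 40 cell cycle genes, 29 were lower in MDMs than in gal-3+ macrophages, 32 were lower in MDMs than in SkMRMs (adjusted p = 3.2e-15, and adjusted p = 0.088 with an estimated correlation), and 2 were lower in gal-3+ macrophages than in SkMRMs (adjusted p = 1.1e-05, and adjusted p = 0.25 with an estimated correlation). Of 37 interferon response genes, 15 were lower in gal-3+ macrophages than in SkMRMs (adjusted p = 1.1e-06, and adjusted p = 0.23 with an estimated correlation). Among them *Mx2*, an antiviral GTPase, fell from 3093 ± 415 to 426 ± 93.9, and *Oasl1* from 17467 ± 2031 to 2337 ± 292, and 2 were higher in MDMs than in gal-3+ macrophages (adjusted p = 0.012, and adjusted p = 0.50 with an estimated correlation). *Slc2a1*, the glucose transporter GLUT1, rose from 305 ± 34.4 in SkMRMs to 2048 ± 213 in gal-3+ macrophages and 5209.5 ± 1191 in MDMs, and 10 of 20 glycolysis genes were higher in gal-3+ macrophages than in SkMRMs (adjusted p = 6.6e-07, and adjusted p = 0.15 with an estimated correlation). In MDMs against gal-3+ macrophages, 2 glycolysis genes were higher, or 3 adjusted over the list alone (adjusted p = 6.0e-05, and adjusted p = 0.24 with an estimated correlation). In gal-3+ macrophages against SkMRMs, 34 nuclear genes of oxidative phosphorylation rose as a list with 0 called (adjusted p = 6.4e-11, and adjusted p = 0.071 with an estimated correlation), as did 43 ribosomal protein genes with 1 called (adjusted p = 2.5e-19, and adjusted p = 0.11 with an estimated correlation).

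*Ctsb* and *Ctsl*, lysosomal cysteine proteases, had 108420 ± 9017 and 10020 ± 243 in SkMRMs, 318850 ± 19392 and 40679 ± 1553 in gal-3+ macrophages and 158980 ± 3946 and 18995 ± 2088 in MDMs. Of 12 cathepsins, 7 were higher and 1 was lower in gal-3+ macrophages than in SkMRMs (adjusted p = 2.8e-05, and adjusted p = 0.071 with an estimated correlation), and 3 were lower in MDMs than in gal-3+ macrophages (adjusted p = 9.9e-06, and adjusted p = 0.096 with an estimated correlation). *C1qa*, a chain of complement C1q, had 35315 ± 371, 29365 ± 2458 and 3751 ± 368, and *Cx3cr1*, the fractalkine receptor, had 1040.1 ± 121, 9229 ± 1666 and 4046 ± 542. Of 15 macrophage identity genes, 4 were higher in gal-3+ macrophages than in SkMRMs (adjusted p = 4.0e-05, and adjusted p = 0.071 with an estimated correlation) and 5 were lower in MDMs than in gal-3+ macrophages (adjusted p = 9.6e-05, and adjusted p = 0.10 with an estimated correlation). Of 21 genes of iron and heme handling, 4 were higher and 8 were lower in gal-3+ macrophages than in SkMRMs (adjusted p = 0.48), with a median log2 fold change of 0.02 and a mean of -0.56. In MDMs against gal-3+ macrophages, 2 were higher and 5 were lower (adjusted p = 0.032, and adjusted p = 0.27 with an estimated correlation). *Cp*, the ferroxidase ceruloplasmin, fell from 3466 ± 89.2 to 428 ± 30.5.

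Of 12 osteoclast markers, 5 were higher in gal-3+ macrophages than in SkMRMs and 0 were lower (adjusted p = 6.6e-05, and adjusted p = 0.011 with an estimated correlation). They were *Acp5*, *Ocstamp*, *Dcstamp*, *Atp6v0d2* and *Tcirg1*, named after their values were seen. Of the same 12, 4 were lower in MDMs than in gal-3+ macrophages (adjusted p = 2.1e-04, and adjusted p = 0.012 with an estimated correlation), and 3 of the 12 stand in other lists. All 10 tenocyte markers of the longer list were lower in gal-3+ macrophages than in SkMRMs (adjusted p = 2.3e-09, and adjusted p = 0.028 with an estimated correlation), and of 12 osteoblast and osteocyte markers 1 was higher and 4 were lower (adjusted p = 0.15). Part of the longer list comes from the list fixed at the outset, which lost its call with an estimated correlation, so it is no separate test. These added lists were adjusted among themselves alone, which is less strict than for the lists fixed at the outset.

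Lists of other blood cells did not pass the camera test between gal-3+ macrophages and SkMRMs, while with fry B cell markers (adjusted p = 1.6e-04) and neutrophil markers (adjusted p = 0.0026) did. Of 12 neutrophil markers 3 were higher and 1 was lower (adjusted p = 0.32), of 7 eosinophil and mast cell markers 0 were higher and 1 was lower (adjusted p = 0.66), of 9 T and NK cell markers 1 was higher and 1 was lower (adjusted p = 0.87), of 7 B cell markers 0 were higher and 2 were lower (adjusted p = 0.07) and of 22 dendritic cell markers 4 were higher and 6 were lower (adjusted p = 0.87). Neutrophil markers were higher in MDMs than in gal-3+ macrophages, with 6 called (adjusted p = 0.0021, and adjusted p = 0.25 with an estimated correlation). Adjusted over the list alone, neutrophil markers had 4 higher and 2 lower, B cell markers 1 and 2 and dendritic cell markers 4 and 7 in gal-3+ macrophages against SkMRMs. The median and mean log2 fold change differed in sign for neutrophil markers (-0.10 and 0.31) and dendritic cell markers (-0.02 and 0.10). *S100a8*, a calcium-binding protein of neutrophils and monocytes, had 13.8 ± 15.4, 39.0 ± 13.9 and 195 ± 36.1 in SkMRMs, gal-3+ macrophages and MDMs. Of 27 dissociation and stress genes, 2 were higher and 5 were lower in gal-3+ macrophages than in SkMRMs (adjusted p = 0.12), 2 were lower in MDMs than in gal-3+ macrophages (adjusted p = 0.0019, and adjusted p = 0.39 with an estimated correlation), and *Jun*, an immediate early gene, fell from 116180 ± 5844 to 40784 ± 1966. Erythroid markers and mitochondrial transcripts had 3 of 12 and 1 of 15 members in the table and were not tested. The mitochondrial member, *mt-Co1*, had 96670 ± 8159, 52193 ± 16676 and 90372 ± 24204.

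In fits of only the populations compared, gal-3+ macrophages against SkMRMs called 3001 genes, and of 35 splits of these libraries into 4 and 3, 1, the real one, called as many, with 0 as the highest of the others. MDMs against gal-3+ macrophages called 1594 genes, again as 1 of 35 splits, with 0 as the highest of the others. For both, the real split alone is the smallest share that 35 splits can give, so chance is not excluded. The other splits mix the populations, which widens the spread within groups, so their 0 calls could be foreseen. MDMs against SkMRMs called 4525 genes, with 0 as the highest of the others, and its 10 splits, of which 1 called as many, are too few for a share under 0.05.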
